# Dynamic chromatin landscape encodes programs for perinatal transition of cardiomyocytes

**DOI:** 10.1038/s41420-023-01322-3

**Published:** 2023-01-18

**Authors:** Jing Zhang, Zhaohui Ouyang, Limei Xia, Qi Wang, Feng Zheng, Kun Xu, Yuexian Xing, Ke Wei, Shaolin Shi, Chaojun Li, Jingping Yang

**Keywords:** Chromatin remodelling, Chromatin structure, Epigenomics, Gene regulation, Reprogramming

## Abstract

The perinatal period occurring immediately before and after birth is critical for cardiomyocytes because they must change rapidly to accommodate the switch from fetal to neonatal circulation after birth. This transition is a well-orchestrated process, and any perturbation leads to unhealthy cardiomyocytes and heart disease. Despite its importance, little is known about how this transition is regulated and controlled. Here, by mapping the genome-wide chromatin accessibility, transcription-centered long-range chromatin interactions and gene expression in cardiomyocytes undergoing perinatal transition, we discovered two key transcription factors, MEF2 and AP1, that are crucial for driving the phenotypic changes within the perinatal window. Thousands of dynamic regulatory elements were found in perinatal cardiomyocytes and we show these elements mediated the transcriptional reprogramming through an elegant chromatin high-order architecture. We recompiled transcriptional program of induced stem cell-derived cardiomyocytes according to our discovered network, and they showed adult cardiomyocyte-like electrophysiological expression. Our work provides a comprehensive regulatory resource of cardiomyocytes perinatal reprogramming, and aids the gap-filling of cardiac translational research.

## Introduction

The perinatal period is a critical window for cardiomyocyte development because a significant transition of late fetal to neonatal cardiomyocytes occurs [1, 2]. This transition is characterized by a drastic decline in cell proliferation, metabolic switch, increase in extracellular matrix density and remodel of electrophysiology [3–5]. Any perturbation during this perinatal transition period can disrupt cardiomyocyte maturation. For example, premature birth has been associated with abnormal cardiomyocyte hypertrophy and cell division [6, 7]. Furthermore, engineered induced pluripotent stem cell-derived cardiomyocytes (iPSC-CMs) are proposed for disease modeling, drug testing and cell therapy. iPSC-CMs resemble mid-to-late embryonic CMs, even following extended culture [8]. As transplantation of iPSC-CMs into neonatal rat heart seems improve the maturity [9], it suggests that neonatal transition is important for maturation of iPSC-CMs. While it is clear that the perinatal transition is key to obtaining fully mature cardiomyocytes, it remains unclear how the transition is controlled. Understanding how the perinatal transition is regulated is crucial for cardiac translational research.

Similar to cardiomyocyte lineage determination and postnatal maturation, cardiomyocyte perinatal transition should be a highly coordinated process involving a well-orchestrated transcription regulation program [10, 11]. Chromatin accessibility has been found to be dynamic in both cardiomyocyte lineage determination and postnatal maturation [12–14]. Chromatin high-order architectures are known to be indispensable for cardiomyocyte development [15]. Mutation of CTCF, a crucial mediator of chromatin interactions, causes severe cardiomyocyte defects in embryos [16]. Epigenetic regulators and transcription factors that govern remodeling of these chromatin features are also known to be important for embryonic and postnatal regulation. For instance, PHF7 and GATA4 determine cardiac differentiation [17, 18] and SRF is crucial for cardiomyocyte postnatal maturation [19]. While more is known about transcription regulation in cardiomyocyte lineage determination and postnatal maturation [14, 15], less is known about the chromatin program underlying cardiomyocyte perinatal transition [20].

Here, by examining genome-wide chromatin accessibility, gene expression and chromatin high-order architectures in cardiomyocytes within the perinatal period, we identified a key transcriptional network that is critical for programming the phenotypic transition of cardiomyocytes. Our study revealed that the chromatin accessibility of the thousands of regulatory elements we identified is dynamic within the perinatal window, and the long-range interactions of these regulatory elements are remodeled in perinatal cardiomyocytes. Further analysis of the dynamic regulatory elements accommodated in the chromatin high-order architecture reveals that MEF2 and AP1 drive the downregulated and upregulated networks, respectively. Together, our study reveals a dynamic regulatory network involving transcription factors, regulatory elements and chromatin interactions that control the phenotypic transition of perinatal cardiomyocytes. We believe this new understanding of the transcriptional regulation of perinatal cardiomyocytes will aid the development of iPSC-CMs and leverage cardiac translational research.

## Results

### Chromatin accessibility reveals functional regulatory elements in perinatal cardiomyocytes

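The ATAC-seq data re-examined here are the authors' MACS2 peak lists on mm10, 1 list for each of 2 libraries at E18.5, P1, P3 and P7. The authors trimmed the reads, aligned them with bowtie2 and removed duplicates before calling peaks, and then removed peaks that overlapped blacklisted regions. The lists held 13149 and 14910 peaks at E18.5, 29281 and 19753 at P1, 95257 and 52040 at P3, and 49113 and 35898 at P7. The mean peak width was 410 and 354 bp at E18.5, 214 and 230 bp at P1, 407 and 457 bp at P3, and 430 and 361 bp at P7. Reads and coverage tracks were not used here, so accessibility was read as the presence or absence of a peak. Overlapping peaks from all libraries were merged, and a merged region was kept when at least 2 libraries held a peak in it. A region was called gained when both later libraries and neither earlier library held a peak, and lost in the opposite case. Since the lists differed several-fold in length, each comparison was repeated with the 13149 peaks of highest score from every library. A promoter was a region whose midpoint lay within 2.5 kb of a RefSeq transcription start site.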

To understand the regulatory program and the regulatory elements involved in the perinatal transition of cardiomyocytes, we profiled the chromatin accessibility and gene expression landscape in perinatal cardiomyocytes by ATAC-seq and RNA-seq (Fig. 1A). 

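RNA-seq was re-examined from the authors' StringTie output for 2 libraries per time point, quantified against GENCODE vM21. From the ratio of coverage to FPKM, the depth was worked out as 29.3 and 34.1 M aligned reads at E18.5, 36.0 and 37.5 M at P1, 37.4 and 34.8 M at P3, and 33.3 and 35.9 M at P7. The FPKM of a gene was taken as the sum over its transcripts. The authors tested read counts with edgeR, whereas here log2(FPKM + 1) was compared by limma's moderated test, two-sided, with all 8 libraries in 1 fit. Genes with an FPKM of at least 1 in at least 2 libraries were tested, which left 13979 of 55450. A gene was called at an adjusted p under 0.05 and a log2 fold change (log2 FC) above 1 in size. The added 1 understates the changes of genes with low FPKM.

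Against E18.5, 2258 genes were called at P1 (1411 higher and 847 lower), 3055 at P3 (1814 higher and 1241 lower) and 3870 at P7 (2155 higher and 1715 lower). P7 differed from P1 at 1245 genes, 482 higher and 763 lower, and from P3 at 496 genes, 189 higher and 307 lower. Only 2 genes separated P3 from P1, where 1577 had an unadjusted p under 0.05. Among called genes, 62.5%, 59.4% and 55.7% were higher than at E18.5 at P1, P3 and P7. With median-of-ratios size factors those shares were 44.6%, 44.7% and 44.1%, so the direction of the majority depended on the scaling. The largest rises at P7 whose libraries did not overlap were those of Mmp3 (log2 FC 8.79), Saa3 (7.82), Cxcl5 (7.68), S100a4 (7.52) and Ccn5 (6.70). The largest falls were those of Hba-a1 (−11.13), Hbb-bs (−11.11), Hba-a2 (−11.02), Hbb-bt (−10.63) and Ckm (−8.28).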

Cardiomyocytes were isolated from mice at four perinatal time points: embryonic day 18.5 (E18.5) of the late fetal stage, postnatal day 1 (P1), 3 (P3) and 7 (P7) of the neonatal stage. Immunofluorescence of cardiomyocyte marker cardiac troponin T (cTnT) showed high purity of the isolated cardiomyocytes even from P7 (Supplementary Fig. S1A).

**Fig. 1:**
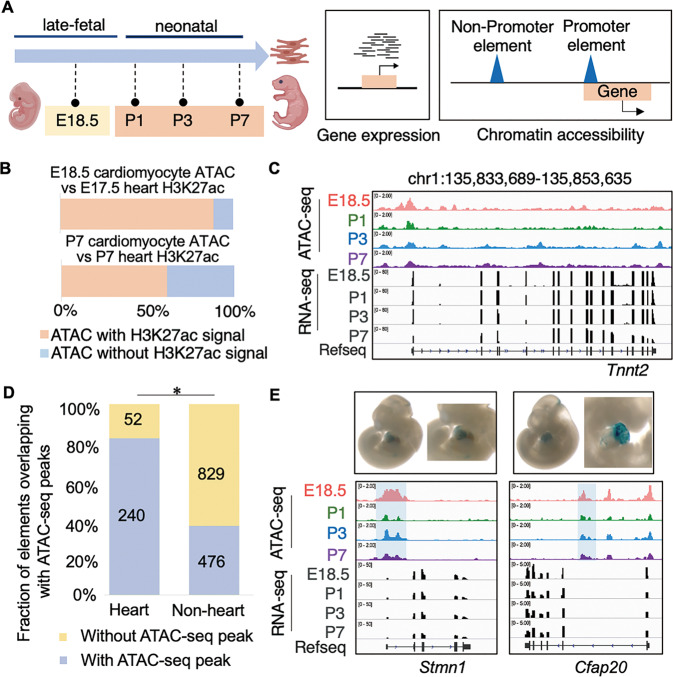
Identification of regulatory elements in perinatal cardiomyocytes. **A** Experimental strategy to identify regulatory elements in perinatal cardiomyocytes by chromatin accessibility and transcription. **B** Percentages of cardiomyocyte chromatin accessible regions with or without whole heart H3K27ac signal at late fetal or postnatal stage. **C** Genome browser view of *Tnnt2* loci with chromatin accessibility and gene expression in cardiomyocytes at four perinatal time points. **D** Fraction of heart or non-heart VISTA enhancers that overlap with cardiomyocyte chromatin accessible regions. Cardiomyocyte chromatin accessible regions are enriched in heart enhancers (240 of 292 elements) than non-heart enhancers (476 of 1305 elements) (two-tailed chi-squared test, *P* = 0, * indicates *P* < 0.05). **E** LacZ staining in mouse embryo from VISTA database reveals heart enhancer activities of the promoter region of *Stmn1* (upper left) and the non-promoter region within the *Cfap20* gene body (upper right). Genome browser view of *Stmn1* and *Cfap20* loci with chromatin accessibility and gene expression in perinatal cardiomyocytes (lower). Blue shades highlight the regions examined with LacZ staining.

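Merging the 8 peak lists gave 113857 regions, of which 63439 held a peak in at least 2 libraries. Of these, 16007 lay at promoters (25.2%, 95% Wilson interval 24.9 to 25.6%, counting error only) and 47432 did not. The total fell to 19625 when every list was shortened to equal length. Both libraries of a time point held a peak at 9361 regions at E18.5, 11007 at P1, 49577 at P3 and 28329 at P7. All 8 libraries shared 5437 regions, while 18450 regions were held by exactly 2. The share of a list's peaks at promoters ranged from 21.0% in the longest list to 69.0% in the shortest. Between the libraries of a time point, the Spearman correlation of gene FPKM was 0.968 at E18.5, 0.974 at P1 and 0.983 at P3 and at P7. It was computed across tested genes, which are not independent replicates.

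**Figure D1:**
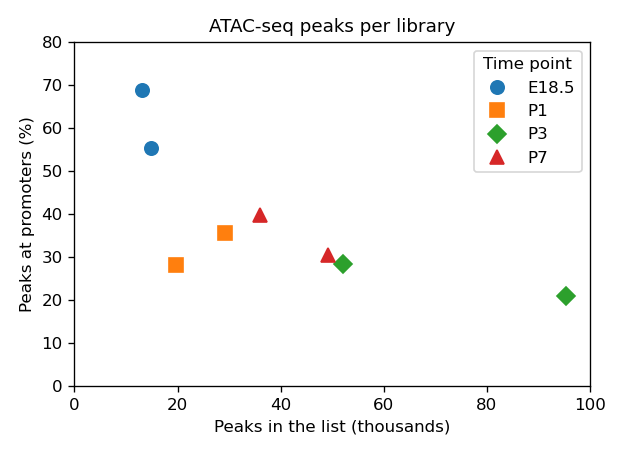
Share of peaks at promoters (y axis, %) against the number of peaks in the list (x axis), with 1 point per ATAC-seq library and a marker for each time point. The longer lists of P3 and P7 hold lower shares at promoters than the E18.5 lists, and both P1 lists lie below the E18.5 lists.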

The high quality and reproducible profiles (Supplementary Fig. S1B and Supplementary Table S1) revealed 63,436 accessible regions across the time points, including 16,731 at promoter and 46,705 at non-promoter regions (Supplementary Fig. S1C). When we compared these profiles with H3K27ac distribution in whole heart at each stage [21], we found that at the late embryonic stage 88.53% of the accessible regions in cardiomyocytes (E18.5) overlapped with H3K27ac regions in whole heart (E17.5) (Fig. 1B). This overlap was much lower at P7 (61%) and is likely due to lower percentage of cardiomyocytes in whole heart at P7. 

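At Tnnt2 (chromosome 1, mm10 135836354–135852260, plus strand), a region 116 bp from the start site held a peak in all 8 libraries. The Ankrd1 promoter likewise held a peak in every library, 240 bp from its start site. Transcript levels at these loci changed while the promoters stayed accessible. Tnnt2 fell from 6657 ± 729 FPKM at E18.5 (mean ± SD, n = 2) to 4545 ± 1249 at P1, 2488 ± 268 at P3 and 520 ± 269 at P7. Its log2 FC from E18.5 was −0.57, −1.42 and −3.77 at P1, P3 and P7 (SE 0.34), with adjusted p from limma's moderated test of 0.210, 0.00963 and 6.44e-05. The setting that moved the P7 value most was the omission of P7 replicate 1, which gave −4.33, and that of P7 replicate 2 gave −3.22. Without an expression filter the P3 fall of Tnnt2 was no longer called (adjusted p 0.0579, range over the alternatives 0.00052 to 0.0579). Ankrd1 rose from 484 ± 18.0 FPKM to 1256 ± 107 at P1 (log2 FC 1.37, SE 0.20, adjusted p 0.00139). At P7 it stood at 388 ± 117 FPKM, a log2 FC of −0.35 from E18.5 that was not called.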

The chromatin accessibility profiles captured constitutively accessible regions at cardiomyocyte-specific marker gene loci such as *Tnnt2* (Fig. 1C and Supplementary Fig. S2). 

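Among genes that mark other heart cells, promoter peaks were found mainly in the longer P3 and P7 lists. A region 69 bp from a Pecam1 start site held a peak in both P3 libraries and in 1 P7 library. The Dcn promoter, 71 bp from its start site, held a peak in both libraries of P3 and of P7, with fold enrichments of 6.98, 6.96, 4.32 and 3.37. Adgrf5 had a peak 2224 bp from its start site in both P3 libraries and 1 P7 library. Igfbp5 had a promoter peak in 3 libraries and Abcc9 in 2, all at P3 or P7, and Lum had none.

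Dcn transcripts were present at 85.0 ± 0.699 FPKM at E18.5 and reached 621.4 ± 5.92 FPKM at P7 (log2 FC 2.85, SE 0.10, adjusted p from limma's moderated test 2.93e-06). Lum rose from 8.09 ± 0.329 to 30.9 ± 2.26 FPKM over the same interval (log2 FC 1.81, SE 0.19, adjusted p 0.000136). Pecam1 was measured at 59.9 ± 25.4 FPKM at E18.5 and 51.7 ± 5.51 at P7, and its log2 FC of −0.15 was not called (SE 0.26, adjusted p 0.649). The sign of that change turned with TPM (0.11) and when E18.5 replicate 1 was left out (0.29). Adgrf5 went from 19.5 ± 8.58 to 12.0 ± 2.58 FPKM and was called lower only by limma-voom on estimated reads (log2 FC −1.12). Abcc9 fell from 14.0 ± 1.38 to 1.91 ± 0.392 FPKM (log2 FC −2.37, SE 0.29). Igfbp5 fell from 34.0 ± 0.0523 to 3.57 ± 1.55 FPKM by P1 (log2 FC −2.98, SE 0.23, adjusted p 0.000109).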

For genes that are not expressed in cardiomyocytes, such as endothelial cell marker *Pecam1* and fibroblast marker *Dcn* [22], their promoters were not accessible in cardiomyocytes even though the promoters displayed H3K27ac signal in P7 whole heart (Supplementary Fig. S2). These results suggested that we captured cardiomyocyte-specific chromatin features for cardiomyocyte transcription regulation.

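From its marker loci the paper proposes that cardiomyocyte-specific chromatin features were captured (Fig. 1C). Marker lists fixed beforehand were used to examine the cell mixture in the matched RNA-seq. The median log2 FC from E18.5 of 16 cardiomyocyte genes was −0.82 at P1, −1.83 at P3 and −4.10 at P7, and 3, 13 and 15 of them were called lower. Adjusted over the list alone, 4, 13 and 15 were called in either direction. Camera with a fixed correlation of 0.01 gave two-sided adjusted p of 0.00727, 6.3e-06 and 2.05e-09 over 18 lists. For 12 fibroblast genes the medians were 1.36, 1.73 and 2.54, with 7, 7 and 11 called higher (8, 7 and 11 in either direction over the list alone). For the fibroblast genes camera gave 0.0662, 0.00188 and 3.57e-06. Endothelial genes showed a median of 0.03 at P7, smooth muscle and pericyte genes 0.98, macrophage genes 0.68 and epicardial genes 0.54, none passing camera at P7. Over the list alone, 3 of 12 endothelial and 7 of 10 smooth muscle and pericyte genes were called in either direction at P7. For the erythroid list the median at P7 was −10.63.

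In all, 11, 12 and 11 of 18 lists passed camera at P1, P3 and P7. With fry in place of camera, 5 of the calls at P1 and 1 at P3 were lost, those for cardiomyocyte genes at P1 and glycolysis at P1 and P3 among them. All P7 calls held under fry. Lists that passed fry but not camera were fibroblast (adjusted p 0.000756) and epicardial (0.0334) at P1, and smooth muscle and pericyte (0.023), macrophage (0.023) and inflammatory response (0.0363) at P3. At P7 they were smooth muscle and pericyte (0.00235) and AP1 (0.00106). With an estimated correlation no call held at any time point (lowest adjusted p 0.228).

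Promoter peaks at 16 cardiomyocyte genes were found for 9 and 10 genes at E18.5, 14 and 9 at P1, 6 and 6 at P3, and 6 and 13 at P7. For 12 fibroblast genes the corresponding numbers were 3 and 1, 6 and 2, 11 and 10, and 11 and 10. At P7, 8 of 12 fibroblast genes had gained a promoter region (66.7%) against 18.0% of all genes (Fisher's exact test, two-sided, p 0.000277). At P3, 8 of 12 had as well (p 0.00421). At equal length 1 of 12 had at P7 (p 0.175) and 2 of 12 at P3 (Fisher's exact test, two-sided, p 0.0156). Of 10 smooth muscle and pericyte genes, 5 had gained one at P7 (Fisher's exact test, two-sided, p 0.0216) and 5 at P3 (p 0.143). At equal length 0 of these 10 had at P7 and 2 at P3 (Fisher's exact test, two-sided, p 0.0109).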

By further examining the functionalities of these accessible regions, we found that the identified cardiomyocyte chromatin accessible regions recovered 82.2% of experimentally verified elements with heart enhancer activities in VISTA [23] (Fig. 1D). For example, the promoter region of *Stmn1* and the non-promoter region within the *Cfap20* gene body both showed high chromatin accessibility in perinatal cardiomyocytes, and these regions were consistently confirmed to be functional as assessed in transgenic mouse heart from VISTA database (Fig. 1E). In contrast, only 36.5% of the non-heart enhancers possess chromatin accessibility in cardiomyocytes (Fig. 1D). These results confirmed that our identified accessible regions are enriched for functional promoter and non-promoter regulatory elements in perinatal cardiomyocytes.

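Regions at both loci were found again in the merged peak lists. The Stmn1 promoter (436 bp from the start site) and the Cfap20 promoter (34 bp) held a peak in all 8 libraries. Inside Cfap20, a region at 95426793–95427429 on chromosome 8 held a peak in 7 libraries, and another at 95429899–95430349 in 5. Stmn1 transcripts fell from 169 ± 22.7 FPKM at E18.5 to 93.5 ± 11.9 at P1 and 91.5 ± 8.58 at P7. The fall of Stmn1 stayed under the fold threshold (log2 FC −0.88 at P7, SE 0.16, adjusted p from limma's moderated test 0.002) but passed it with median-of-ratios size factors (−1.08). Cfap20 fell from 46.6 ± 7.59 to 30.1 ± 0.0639 FPKM at P7 (log2 FC −0.61, SE 0.14) and was not called under any setting. Transgenic enhancer assays were not used here.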

### Regulatory elements show temporal chromatin accessibility during perinatal period

The chromatin accessibility profiles at these identified regulatory elements overall showed a distinct distribution across late fetal and neonatal stages (Fig. 2A). 

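Similarity between libraries was measured as the Jaccard index of covered base pairs. It averaged 0.418 between the libraries of a time point (0.279 to 0.516) and 0.229 between time points (0.0541 to 0.572). Of all ways to form 4 pairs from 8 libraries, the true pairing gave the highest within-pair mean (exact permutation, one-sided, p 0.00952). With lists of equal length the means were 0.425 and 0.288 (exact permutation, one-sided, p 0.019). By the share of regions in common they were 0.600 and 0.347 (exact permutation, one-sided, p 0.00952). By covered base pairs, the most similar pair of time points was P3 and P7 (mean 0.442) and the least similar was P1 and P3 (0.107). E18.5 then shared 0.234 with P1, 0.154 with P3 and 0.256 with P7. By the share of regions in common, P3 and P7 were again the most similar (0.623). The least similar were then E18.5 and P3 (0.215), below P1 and P3 (0.246). E18.5 shared 0.375 with P1 and 0.296 with P7 by that measure. The order of the pairs thus depended on the measure, and by neither did similarity fall steadily with age.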

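By presence of peaks, 42432 of the accessible regions (66.9%) were gained or lost between at least 1 pair of time points. Against E18.5, 3911 regions were gained and 935 lost at P1, 35454 gained and 118 lost at P3, and 14822 gained and 100 lost at P7. Between neonatal time points, P3 had gained 30308 and lost 2376 from P1, P7 had gained 10617 and lost 2148 from P1, and P7 had gained 203 and lost 8868 from P3. In each comparison, the time point with the longer lists held more of the changed regions. With lists of equal length the counts were 1249 gained and 2253 lost at P1, 3483 and 2119 at P3, and 1805 and 1075 at P7. More regions were still gained than lost at P3 and P7, while the direction at P1 turned. Leaving out P1 replicate 1 also turned it, to 3128 gained and 3695 lost, and leaving out P1 replicate 2 gave 9856 and 1023. For P7 against P3 the direction rested on P3 replicate 1, without which 1622 regions were gained and 589 lost.

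Some of the peak lists shared a form of peak names, a possible mark of a shared batch, and pairs of such lists were also compared. P3 replicate 1 held 81756 regions that E18.5 replicate 1 did not, against 421 of the reverse, and P7 replicate 1 held 35778 against 858. For E18.5 replicate 2, the corresponding numbers were 16882 and 3898 for P1 replicate 1, and 12463 and 7640 for P1 replicate 2. With equal numbers of top peaks the P3 and P7 pairs gave 7187 against 6843 and 5814 against 5491. The P1 pairs then gave 5468 against 5608 and 7444 against 7380. Equal numbers nearly fix this balance, and the lists as deposited differed in length. These pairs therefore cannot decide whether regions opened.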

In total, there were 19,560 elements that showed differential accessibility at any time point by pair-wise comparisons (Fig. 2B). Clustering of these differentially accessible elements revealed groups of elements that had continuously decreasing and transiently or continuously increasing accessibility after birth (Fig. 2B). 

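Clustering was not repeated, and regions were grouped by the time points at which both libraries held a peak. Regions open at every neonatal time point but in neither E18.5 library numbered 1048. They are among the 13603 regions open at P3 and P7 but not at E18.5, for which P1 was left free. Transient regions, absent at E18.5 and P7, numbered 8721 with peaks at P3 and 1956 with peaks at P1. Only 23 regions were specific to E18.5. With lists of equal length the E18.5-specific group was 613, the group open at P3 and P7 was 1323, and that open at every neonatal time point was 245. The transient groups were then 653 for P3 and 740 for P1.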

The promoter of *Pfkm* was less accessible in neonatal cardiomyocytes than in late fetal cardiomyocytes, and its transcription was accordingly downregulated. 

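In the peak lists, the Pfkm region 712 bp from a start site held a peak in both libraries of E18.5, P3 and P7 but in neither P1 library. A second promoter region, 84 bp from another start site, was held by 5 libraries, 1 of E18.5 and both of P3 and of P7. Presence of a peak in the longer P3 and P7 lists does not measure how accessible the promoter was. Pfkm transcripts fell at each step, from 120 ± 27.2 FPKM at E18.5 to 54.0 ± 16.9 at P1, 32.1 ± 3.74 at P3 and 14.2 ± 1.87 at P7 (mean ± SD, n = 2). The log2 FC from E18.5 was −1.15, −1.86 and −2.98 (SE 0.24), with adjusted p from limma's moderated test of 0.00646, 0.000537 and 3.88e-05. With TPM the fall of Pfkm at P1 was under the fold threshold (−0.92).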

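The Trim72 promoter held a peak in both P1 libraries and in no other library, 505 bp from a start site. Its transcripts rose from 14.3 ± 6.32 FPKM at E18.5 to 85.1 ± 27.0 at P1, then fell to 49.2 ± 5.32 at P3 and 9.39 ± 5.97 at P7. The log2 FC of Trim72 was 2.52 at P1 and 1.78 at P3 (SE 0.43, adjusted p from limma's moderated test 0.00279 and 0.00995). At P7 the value was −0.62 and was not called. The P3 rise of Trim72 was no longer called without an expression filter. The Ereg promoter, 234 bp from the start site, held a peak in P1 replicate 1 and in both libraries of P3 and of P7. Ereg rose from 2.03 ± 0.451 FPKM to 9.04 ± 6.94 at P1, 11.7 ± 0.122 at P3 and 24.4 ± 5.27 at P7. The log2 FC was 1.54, 2.07 and 3.06 (SE 0.43, adjusted p 0.0214, 0.00484 and 0.000535). For Ereg the P1 rise depended on 1 library, since it was 0.77 without P1 replicate 1 and 2.31 without P1 replicate 2, and it was not called by limma-voom or without a filter.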

The chromatin accessibility of promoters at *Trim72* or *Ereg* showed transient or continuous increase accordingly with changes of their expression (Fig. 2C). The dynamics of chromatin accessibility at promoters was accompanied by the change of gene expression. 

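Promoter change and expression change were compared across genes with a gained or a lost promoter region, among 12176 genes with both measurements. At P3, 3230 genes with a gained promoter had a mean log2 FC of 0.39 from E18.5, 66.9% of them higher. The 14 genes with a lost promoter had a mean of −2.07, and 13 of them were lower. The difference of 2.46 was the largest of 100000 permutations (two-sided, p 1e-05, the smallest possible). At P1, 193 genes with a gained promoter had a mean of 0.24 and 637 with a lost promoter a mean of 0.16, a difference of 0.08 (permutation p 0.19). That difference was −0.05 without E18.5 replicate 1. At P7 the gained promoters numbered 2197 with a mean of 0.42. All 7 genes with a lost promoter were lower, with a mean of −1.78, and were too few to be tested. The mean of all genes was 0.14 at P1 and at P3 and 0.10 at P7. With lists of equal length the difference was 0.80 at P3 and 0.97 at P7 (permutation p 1e-05). The genes with a lost promoter then numbered 1258 at P3, with a mean of 0.03 and 44.6% lower. At P7 they numbered 477, with a mean of −0.19 and 51.8% lower. The difference then came mainly from the gained promoters, with means of 0.83 at P3 and 0.78 at P7. Genes are not independent replicates.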

Gene ontology and pathway analysis of genes with dynamic promoters revealed that genes with less accessible promoters were enriched for development and glucose metabolism, genes with transiently accessible promoters were involved in muscle structure development, and genes with continuously upregulated promoters were related to extracellular matrix organization (Supplementary Fig. S3A). These changes in promoter accessibility partially reflect transcriptional programming for metabolic changes and increased extracellular matrix attachment that are known to occur within this developmental window [11].

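Gene ontology analysis was not repeated, and lists fixed beforehand were examined instead. All 17 glycolysis genes had a promoter peak in both libraries of P3 and of P7, against 14 and 13 at E18.5 and 15 and 11 at P1. At P1 the promoter of Pfkp was gained and that of Pfkm lost, and the gained promoters numbered 6 at P3 and 5 at P7. For 28 extracellular matrix genes, promoter peaks were found for 10 and 10 genes at E18.5, 18 and 7 at P1, 28 and 25 at P3, and 26 and 23 at P7. At P7, 12 of the 28 had gained a promoter region (42.9%, Fisher's exact test, two-sided, p 0.00202), and 15 of the 28 at P3 (p 0.00233). At equal length, 0 of the 28 had gained one at P7 (p 1) and 3 at P3 (Fisher's exact test, two-sided, p 0.0103).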

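Expression of the metabolic lists fell after birth in these preparations. The cardiomyocyte list fell as well, with medians of −0.82, −1.83 and −4.10 at P1, P3 and P7. The values therefore do not separate a lower share of cardiomyocytes from a fall within these cells. For 20 fatty acid oxidation genes the median log2 FC from E18.5 was −1.21 at P1, −1.50 at P3 and −2.09 at P7. Of these, 14, 15 and 17 were called lower and 1 was called higher at P7 (camera adjusted p 2.84e-09, 2.09e-09 and 1.08e-09). Glycolysis genes showed medians of −0.43, −0.71 and −0.40, and 5 of 17 were lower and 2 higher at P7. Camera passed glycolysis at P1 and P3 (adjusted p 0.0192 and 0.00406) but not at P7 (0.0927). Extracellular matrix genes rose, with medians of 1.12, 1.47 and 1.95 and with 16, 19 and 23 of 28 called higher (camera adjusted p 9.81e-05, 3.29e-06 and 9.6e-09). Adjusted over the lists alone, the genes called in either direction at P7 numbered 18 for fatty acid oxidation, 7 for glycolysis and 23 for extracellular matrix.

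Lists for heart maturation moved in the same direction as the cardiomyocyte genes, and the same limit applies to them. The list of sarcomere and mitochondrial genes that rise in maturation fell by 4.21 in the median at P7, with 12 of 13 called lower (camera adjusted p 1.49e-07). The fetal program list also fell, by 2.99, with 12 of 13 called lower (camera adjusted p 5.03e-07). Cell cycle genes rose slightly, by 0.50 at P7 with 6 of 29 called higher (camera adjusted p 0.0168). Of 18 inflammatory response genes, 12 were higher and 2 lower at P7, with a median of 2.35 (camera adjusted p 0.0023).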

**Fig. 2:**
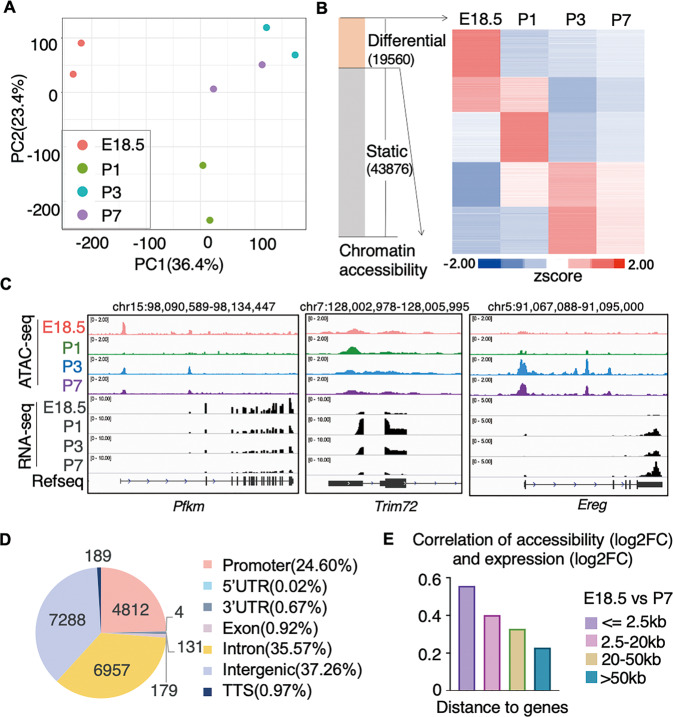
Dynamic changes of regulatory elements in perinatal cardiomyocytes. **A** Principal components analysis (PCA) of chromatin accessibility profiles. **B** Bar-chart shows the fraction of static or differential chromatin accessible regions during the perinatal window (left). Heatmap shows the dynamic chromatin accessibility of those differentially accessible regions (right). The groups of regions with decreasing or increasing accessibility after birth are marked. **C** Genome browser view of *Pfkm, Trim72* and *Ereg* loci with gene expression and chromatin accessibility in cardiomyocytes. **D** Genomic distribution of differential chromatin accessible regions in cardiomyocytes. **E** Pearson correlation between log2 fold-change (log2FC) of chromatin accessibility of these differentially accessible regions and log2FC of gene expression of their nearest differential genes in E18.5 vs. P7.

In addition to promoter regions, 75.4% of these differentially accessible regulatory elements were located at non-promoter regions (Fig. 2D). 

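Of the regions gained or lost between any pair of time points, 35550 lay outside promoters (83.8%, 95% Wilson interval 83.4 to 84.1%, counting error only). Among the regions with no such change, 56.6% lay outside promoters. Promoters made up 6.47%, 13.5% and 19.3% of the regions gained from E18.5 at P1, P3 and P7. They made up 70.9%, 22.0% and 13.0% of the regions lost. The shares of lost regions at P3 and P7 became 61.6% and 47.7% with lists of equal length and 64.3% and 58.0% with the larger overlap. The promoter share of all changed regions was 16.2%, and it moved most with lists of equal length, to 32.1%.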

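Gained regions were scored 1 and lost regions −1, and the score was correlated across regions with the log2 FC of the nearest gene where that gene was called. Regions are not independent replicates, and 5 relations had at least 10 lost regions and were tested as a family by permutation. At P3, promoters gave a Pearson r of 0.228 (1072 gained and 16 lost, permutation adjusted p 5e-05). At P1, r was 0.14 for promoters (41 gained and 100 lost, permutation adjusted p 0.115). At P1, regions 2.5 to 20 kb away gave 0.0628 (180 gained and 14 lost, permutation adjusted p 0.389). With lists of equal length r for promoters was 0.0294 at P1, 0.424 at P3 and 0.481 at P7, and at P1 it was −0.016 without E18.5 replicate 1. For 2.5 to 20 kb at P1, equal length gave 0.1575, and leaving out P1 replicate 1 gave 0.2005. As deposited, r for P7 promoters was 0.140, over 825 gained and 4 lost regions, and was not tested.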

When the transcription of the nearest genes of these non-promoter regulatory elements was examined, we found that transcription was merely correlated with the accessibility of these elements. 

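For regions 20 to 50 kb from the nearest gene at P1, r was 0.273 (136 gained and 11 lost, permutation adjusted p 0.0034), above the value for P1 promoters. Beyond 50 kb r at P1 was 0.12 (188 gained and 13 lost, permutation adjusted p 0.115). At P3 the values for 2.5 to 20 kb, 20 to 50 kb and over 50 kb were 0.0611, 0.0869 and −0.0178, all under that for promoters. They rested on 5, 5 and 8 lost regions and were not tested. At P7 the corresponding values were 0.0592, 0.0692 and 0.0529. With lists of equal length they were 0.363, 0.352 and 0.200 at P3, and 0.556, 0.446 and 0.351 at P7.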

For distal elements that were 20 kb farther away from the genes, correlations were much weaker than those for differentially accessible promoters (Fig. 2E and Supplementary Fig. S3B). Taken together, these results show that chromatin accessibility of cardiomyocyte regulatory elements is temporally dynamic within the perinatal window, but the transcriptional effect of distal elements is less clear.

### Chromatin interactions mediate the transcriptional network

To comprehensively understand the regulatory roles of these dynamic elements, we used HiChIP with H3K27ac antibody to capture transcription-related chromatin 3D interactions at E18.5 and P3 (Fig. 3A and Supplementary Fig. S4A). At a resolution of 10 kb, we identified a total of 14,712 chromatin interactions in the combined HiChIP data of E18.5 and P3. Of the 14,712 interactions, 4,361 (29.64%) were with promoters (Fig. 3B) and 2,302 pairs were between promoters and distal accessible elements (Supplementary Table S2). The promoter can interact with one or more distal elements (Fig. 3C), and the sizes of these interactions ranged from 20 to 1460 kb (Fig. 3D), enabling us to investigate the regulatory role of distal elements. For instance, HiChIP detected an interaction between the promoter of *Nexn* and accessible element 1 (AE1) located 40 kb upstream (Fig. 3E). AE1 showed enhancer activity in the heart (from VISTA database). Although *Fam73a* is the nearest gene of AE1, *Nexn* that interacted with AE1 was the most highly transcribed gene in this locus (Fig. 3E). 

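HiChIP contacts were not analysed here. Nexn was expressed at 127.0 ± 2.73 FPKM at E18.5, 110.4 ± 17.9 at P1, 77.1 ± 2.49 at P3 and 25.0 ± 4.86 at P7. Miga1, the current symbol of Fam73a, was measured at 4.65 ± 0.0741 FPKM at E18.5 and 4.11 ± 0.212 at P7. Usp33 stood at 7.69 ± 1.54 and 9.72 ± 0.369 FPKM. Nexn was therefore the highest of the 3 genes at every time point, though its level fell (log2 FC −2.31 at P7, SE 0.16, adjusted p from limma's moderated test 2.61e-05). Neither Miga1 nor Usp33 was called at any time point, and the sign of the Miga1 change at P3 (0.16) turned with median-of-ratios size factors (−0.03). The Nexn promoter held a peak in 5 libraries, P1 replicate 1 and both libraries of P3 and of P7. Between 30 and 50 kb upstream of Nexn, 3 regions held a peak in 7, 7 and 8 libraries.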

In genome-wide, the genes interacting with distal accessible elements showed significantly higher expression than genes that were nearest the elements (Fig. 3F). Furthermore, interacted target genes of the identified distal regulatory elements showed enriched expression in the heart over other tissues in the Mouse Gene Atlas (Fig. 3G). These results indicated that the chromatin architectures orchestrated a transcriptional regulatory network that is critical for perinatal cardiomyocytes.

**Fig. 3:**
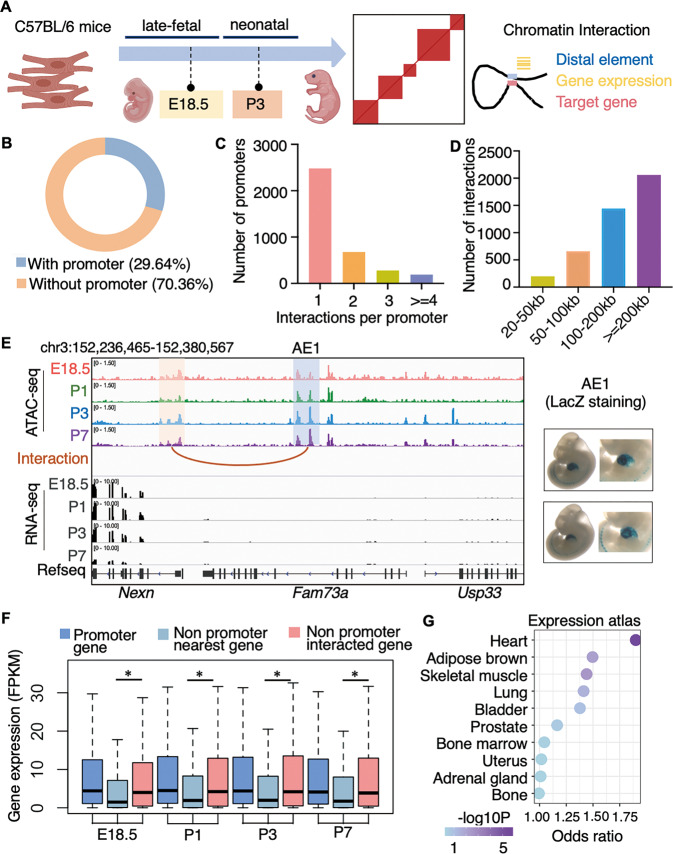
Transcriptional regulation network captured by chromatin interactions in cardiomyocytes. **A** Experimental strategy to capture chromatin interactions in perinatal cardiomyocytes. **B** Proportion of the interaction types. **C** Histogram of promoters with different numbers of interactions in HiChIP promoter-involving interactions. **D** Histogram of promoter-involving interactions with different sizes. **E** Genome browser view at *Nexn*-AE1 locus with chromatin accessibility and chromatin interaction in cardiomyocytes. The AE1 and *Nexn* promoter are marked with blue and orange boxes, respectively. The interaction between AE1 and *Nexn* promoter is indicated by the brown arch (left). LacZ staining in mouse embryo from VISTA database reveals heart enhancer activity of AE1 (right). **F** Gene expression of promoter-associated genes and the nearest or the interacting genes of the same non-promoter regulatory element (center line, median; box limits, upper and lower quartiles, Wilcoxon rank sum test, P for non-promoter nearest gene vs. interacted gene expression in E18.5, P1, P3, and P7 are 2.2E-16, 1.484E-14, 1.388E-14 and 2.511E-14, respectively. * indicates *P* < 0.05). **G** Top 10 tissues with enriched expression of target genes of the distal regulatory elements.

### Integrated dynamics of chromatin accessibility and high-order organization guides the perinatal reprogramming

Chromatin 3D structure is highly reorganized during cardiomyocyte lineage determination [15], but it is stable in mature cardiomyocytes even under cardiac disease [24]. We then examined the chromatin structure to determine what happens during perinatal transition. Quantitative analysis of the interactions revealed that 6.3% (145 out of 2,302) of the interactions were weakened or enhanced in cardiomyocytes from the late fetal stage to the neonatal stage (Fig. 4A, B and Supplementary Table S3). These dynamic interactions coordinated with gene transcriptional regulation (Fig. 4C). For *Hmgb2*, which encodes a protein that exaggerates myocardial ischemic injury in rats [25], its promoter interacts with a distal regulatory element and this interaction was weakened after birth (Fig. 4D). Accordingly, the expression of *Hmgb2* was downregulated significantly, although the accessibility at either its promoter or the distal element was not changed (Fig. 4E). 

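Hmgb2 fell from 108.6 ± 13.3 FPKM at E18.5 to 70.2 ± 8.26 at P1, 72.0 ± 11.9 at P3 and 69.2 ± 2.17 at P7 (mean ± SD, n = 2). The log2 FC was −0.62, −0.59 and −0.64 (SE 0.16), with adjusted p from limma's moderated test of 0.0151, 0.0155 and 0.00956. It stayed under the fold threshold at each time point. The Hmgb2 promoter region, 118 bp from the start site, held a peak in all 8 libraries.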

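Irs2 transcripts fell from 11.8 ± 4.00 FPKM at E18.5 to 7.02 ± 1.04 at P1, 5.64 ± 0.247 at P3 and 5.8 ± 0.0265 at P7. The log2 FC of Irs2 was −0.65, −0.91 and −0.88 (SE 0.22, adjusted p from limma's moderated test 0.0464, 0.00993 and 0.0102), under the fold threshold. With median-of-ratios size factors the P3 and P7 falls passed it (−1.12 and −1.06). The size of the fall depended on the E18.5 libraries, and at P7 it was −1.20 without E18.5 replicate 1 and −0.55 without E18.5 replicate 2. The Irs2 promoter region 315 bp from the start site held a peak in all 8 libraries, and a second, 1622 bp away, only in those of P3 and P7.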

*Irs2* related distal interaction was also weakened after birth and showed downregulated gene expression (Supplementary Fig. S4B). On the other hand, the enhanced interaction between the promoter and the distal element correlated with the increased expression of *Timp3* and *Csf1* after birth (Supplementary Fig. S4C, D).

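Timp3 rose from 37.1 ± 1.96 FPKM at E18.5 to 111.8 ± 9.51 at P1, 111.2 ± 15.5 at P3 and 81.8 ± 3.93 at P7. Its log2 FC was 1.56, 1.55 and 1.12 (SE 0.14), with adjusted p from limma's moderated test of 0.000163, 0.000106 and 0.000266. With median-of-ratios size factors the rise of Timp3 at P7 was under the fold threshold (0.92). Csf1 rose from 36.4 ± 12.6 FPKM to 171.4 ± 47.7, 239.9 ± 19.2 and 244.8 ± 9.10. The log2 FC of Csf1 was 2.22, 2.73 and 2.76 (SE 0.25, adjusted p 0.000461, 0.000127 and 6.66e-05), and it was called under every setting. The 2 promoter regions of Timp3 each held a peak in 6 libraries, and only P1 replicate 2 had neither. The Csf1 promoter held a peak in 7 libraries, without P1 replicate 2.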

**Fig. 4:**
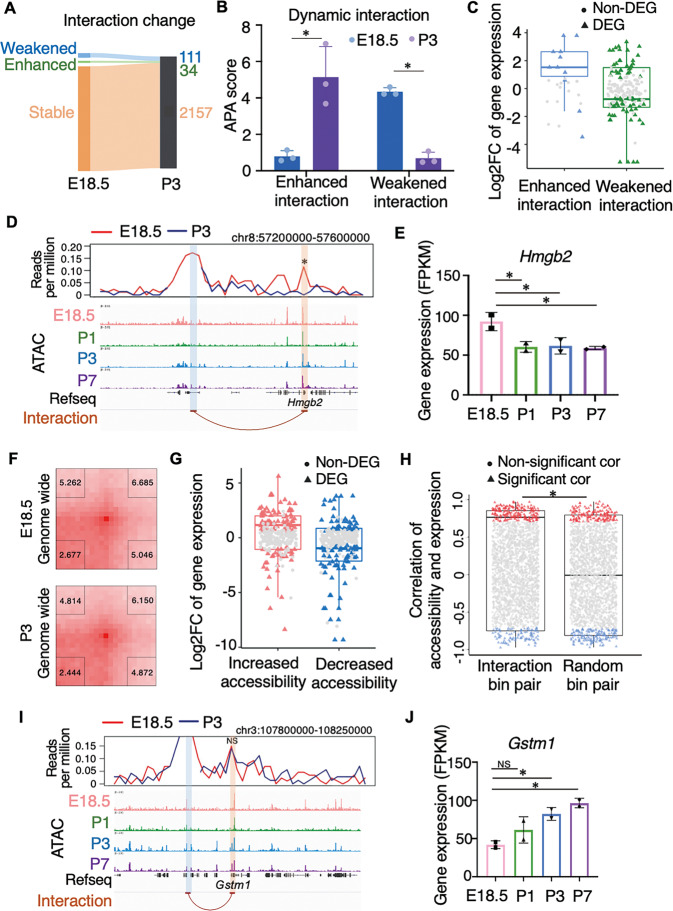
Dynamics of chromatin high-order structure mediates perinatal transcriptome. **A** Sankey diagram shows the number of chromatin interactions that are weakened, enhanced or stable from the late fetal to neonatal cardiomyocytes. **B** APA scores of dynamic interactions in the late fetal and neonatal cardiomyocytes (*n* = 3, two-tailed Student’s *t*-test, *P* = 0.0116 for APA scores of enhanced interactions in E18.5 vs. P3; *n* = 3, Wilcoxon rank sum test, *P* = 0.049 for APA scores of weakened interactions in E18.5 vs. P3. * indicates *P* < 0.05). **C** Boxplot shows dynamic interactions was accompanied by corresponding transcription changes (center line, median; box limits, upper and lower quartiles). Colored triangles represent interactions in which differential expression genes (DEG) are located. Gray dots represent interactions in which gene expression is not significantly different (Non-DEG). **D** Virtual 4C interaction profile at the distal element of *Hmgb2* in E18.5 (red line) and P3 (blue line) cardiomyocytes. Genome browser view of chromatin accessibility is aligned vertically below. The anchor (distal element) and *Hmgb2* promoter are marked with blue and orange boxes, respectively. The strength change of the interaction between them is significant (*P* = 0.002, * indicates *P* < 0.05). **E** Bar plot of gene expression (right, *n* = 2, FDR for E18.5 vs. P1, P3, and P7 are 0.033, 0.029, and 0.019, respectively. * indicates FDR < 0.05). **F** Genome-wide APA measurements of stable interactions in the late fetal and neonatal cardiomyocytes. P2LL (peak to lower left) value in the lower left corner was taken as the APA score. **G** Log2FC of differential expression genes regulated by distal regulatory elements with increased or decreased accessibility (center line, median; box limits, upper and lower quartiles). Colored triangles represent interactions in which DEG are located. Gray dots represent interactions in Non-DEG. **H** Pearson correlation of chromatin accessibility and gene expression for chromatin interactions bin pairs or randomized pairs. More pairs show positive correlation (red triangles, 204 pairs at correlation’s *P*-value < 0.05) than negative correlation (blue triangles, 103 pairs at correlation’s *P*-value < 0.05). Boxplot shows the Pearson correlation of chromatin interactions or randomized pairs with significant correlation *P*-values (center line, median; box limits, upper and lower quartiles, Wilcoxon rank sum test, *P* = 2.34E-06, * indicates *P* < 0.05, randomized pairs mean randomly matching anchors from interactions). **I** Virtual 4C interaction profile at the distal element of *Gstm1* in E18.5 (red line) and P3(blue line) cardiomyocytes. Genome browser view of chromatin accessibility is aligned vertically below. The anchor (distal element) and *Gstm1* promoter are marked with blue and orange boxes, respectively. The strength change of the interaction between them is not significant (*P* = 0.6, NS indicates not significant). **J** Bar plot of gene expression (right, *n* = 2, FDR for E18.5 vs. P1, P3, and P7 are 0.2, 0.021, and 0.005, respectively. NS indicates not significant. * indicates FDR < 0.05).

Although hundreds of chromatin interactions were dynamic, there were more chromatin interactions that were stable during the perinatal window (Fig. 4A, F). When further examined the features of these stable chromatin interactions, we observed that the chromatin accessibility at the regulatory elements in these pre-established interactions were changed at different time point. Furthermore, the changed activities of the interacting elements correlated with the transcription of their target genes (Fig. 4G). Genes interacting with distal elements were downregulated when the distal element had decreased accessibility, and vice versa. The correlations between accessibility of distal regulatory elements and transcription of their interacting genes were significantly stronger than those of random pairs (Fig. 4H). For example, the promoter of *Gstm1* stably interacted with a regulatory element located 80 kb upstream (Fig. 4I). As the accessibility of this regulatory element continuously increased in neonatal cardiomyocytes, the transcription of *Gstm1* was also upregulated accordingly (Fig. 4J). 

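A region upstream of Gstm1 at 108096311–108096766 on chromosome 3 held a peak in both libraries of P3 and of P7 and in none of the others. The Gstm1 promoter, 8 bp from the start site, held a peak in every library. Transcripts rose from 49.0 ± 5.28 FPKM at E18.5 to 74.8 ± 22.2 at P1, 100.6 ± 4.40 at P3 and 119.1 ± 15.4 at P7. The log2 FC of Gstm1 was 0.57, 1.03 and 1.26 (SE 0.20, adjusted p from limma's moderated test 0.0521, 0.00394 and 0.0011). The rise at P3 was under the fold threshold with median-of-ratios size factors (0.79), and that at P7 with limma-voom (0.98). Gstm1 has close paralogs, between which short reads are hard to assign.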

Meanwhile, the transcription of *Adamts1* was downregulated as its interacting regulatory element became inaccessible in neonatal cardiomyocytes, even though the accessibility at the *Adamts1* promoter was unchanged (Supplementary Fig. S4E). Thus, the chromatin architecture not only mediates the on/off of gene expression by targeting enhancers to promoters, but also serves as a platform to transmit delicate transcriptional instruction from distal regulatory elements.

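Adamts1 was measured at 44.4 ± 0.472 FPKM at E18.5, 17.1 ± 1.34 at P1, 26.8 ± 1.91 at P3 and 27.9 ± 1.05 at P7. The log2 FC from E18.5 was −1.33, −0.71 and −0.65 (SE 0.12, adjusted p from limma's moderated test 0.000211, 0.00216 and 0.00259), so the fall was called at P1 only. Promoter regions of Adamts1 53 and 1913 bp from a start site held a peak in all 8 libraries. Another, 1300 bp away, held a peak only in both P3 libraries and P7 replicate 1.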

### Key transcription factors are critical for perinatal programming

As transcription factors are known to be important for chromatin function [26], we searched for potential key transcription factors that are relevant to perinatal cardiomyocyte programming. We performed motif enrichment analyses for the dynamic proximal as well as distal accessible peaks of differential expression genes. 

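Consensus matches for MEF2 (YTAWWWWTAR) and AP1 (TGASTCA) were searched within 200 bp of region midpoints. Gained and lost regions were compared with 9097 static regions, which held a peak in at least 7 libraries, by Fisher's exact test, two-sided, adjusted over 24 tests. Of the static regions, 9.32% held an AP1 match and 2.29% a MEF2 match. Among regions gained from E18.5, 10.7%, 29.8% and 30.6% held an AP1 match at P1, P3 and P7. The log2 odds ratios were 0.23 (adjusted p 0.0323), 2.04 and 2.10, the last 2 at the smallest p written, 1e-300. Among lost regions a MEF2 match was held by 3.21% at P1 (adjusted p 0.165), 19 of 118 at P3 (16.1%, adjusted p 2.47e-10) and 14 of 100 at P7 (14.0%, adjusted p 3.2e-07). The log2 odds ratios were 0.52, 3.06 and 2.84.

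In the converse cases, a MEF2 match was held by 2.38%, 4.24% and 3.38% of gained regions and an AP1 match by 9.95%, 5.93% and 13.0% of lost regions. A rearranged AP1 control was found in 1.40%, 1.29% and 1.24% of gained regions and 1.12% of static ones. A MEF2 control with the flanking T and A exchanged was found in 0.856%, 3.39% and 4.00% of lost regions and 0.792% of static ones. Static regions lay at promoters in 72.2% of cases and had a GC content of 62.6%, against 51.0%, 50.2% and 52.4% in gained regions. Outside promoters, the log2 odds ratio for AP1 in gained regions was −1.35 at P1, 0.63 at P3 and 0.83 at P7. For MEF2 in regions lost outside promoters it was 1.49 at P3 and 1.46 at P7. The MEF2 control was also more frequent in lost regions, with log2 odds ratios of 2.29 at P3 (adjusted p 0.0323) and 2.54 at P7 (adjusted p 0.0223). Outside promoters that control gave 1.03 and 1.11 (adjusted p 0.438 and 0.425). The AP1 control gave 0.33, 0.20 and 0.15 in gained regions (adjusted p 0.322, 0.329 and 0.511). Motif shares do not separate regulation within cardiomyocytes from a change in the cell mixture.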

We found that motifs for the MEF2 and AP1 transcription factor families were most enriched at the elements with decreased and increased accessibility, respectively (Fig. 5A). Genes interacted with dynamic regulatory elements, which harboring MEF2 and AP1 motifs were enriched in important biological processes during the transition of perinatal cardiomyocytes (Fig. 5B, C). For example, genes regulated by MEF2 are involved in biological pathways as glucose metabolism (Fig. 5B and Supplementary Fig. S5A) and phenotype ontology as CMs electrophysiology (Supplementary Fig. S5C). Meanwhile, genes regulated by AP1 are involved in cell proliferation and extracellular matrix (Fig. 5C and Supplementary Fig. S5B, C).

**Fig. 5:**
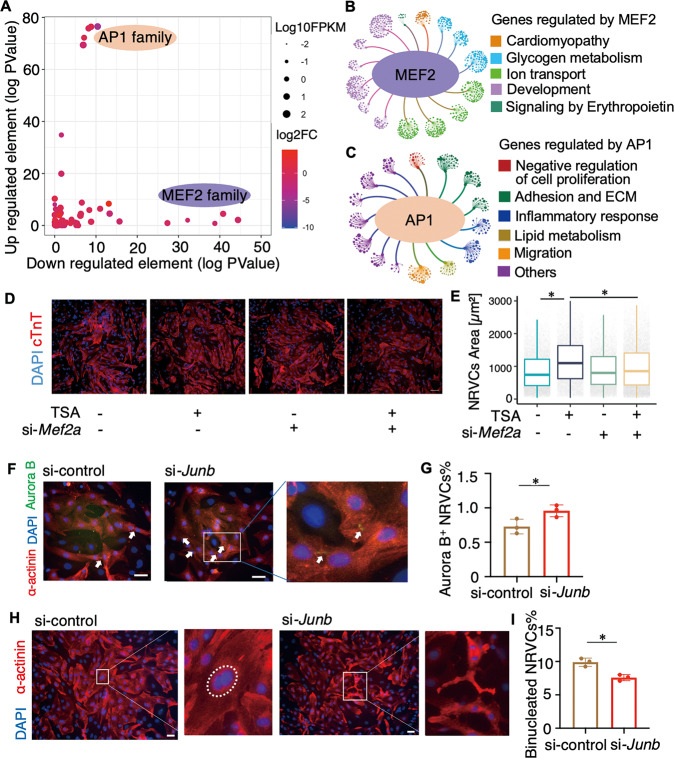
Dynamic regulatory program involves transcription factor MEF2 and AP1. **A** Motif enrichment on downregulated elements and upregulated elements in cardiomyocytes transcriptional network. **B** and **C** Network diagram of top 15 gene ontology and pathway terms associated with the genes regulated by MEF2 (**B**) or AP1 (**C**). Each node set represents a term and each node in the set represents a gene. The colors of node sets represent the term category. **D** Co-staining of cTnT and DAPI staining of NRVCs treated with TSA/si-Mef2a (–/–, +/–, –/+, +/+). Scale bars, 100 μm. The representative image is shown. **E** Quantifications of cell area (Wilcoxon rank sum test, *P* for TSA/si-*Mef2a* (–/–) vs. (+/–) and (+/–) vs. (+/+) are <2.2E-16, <2.2E-16, respectively. * indicates *P* < 0.05). **F** Co-staining of α-actinin and Aurora B of NRVCs treated with scramble siRNA or si-*Junb*. Scale bars, 100 μm. The representative image from one of three independent experiments is shown. **G** Percentage of Aurora B^+^ NRVCs (*n* = 3, two-tailed Student’s *t*-test, *P* = 0.044, * indicates *P* < 0.05). **H** Co-staining of α-actinin and DAPI staining of NRVCs treated with scramble siRNA or si-*Junb*. Scale bars, 100 μm. The representative image from one of three independent experiments is shown. **I** Percentage of binucleated NRVCs (*n* = 3, two-tailed Student’s *t*-test, *P* = 0.0063, * indicates *P* < 0.05).

To examine the role of the established regulatory program in cardiomyocyte perinatal transition, we manipulated the activity of the identified transcription factors in isolated neonatal rat ventricular cardiomyocytes (NRVCs). 

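The rat RNA-seq compared 3 DMSO and 3 TSA libraries of neonatal ventricular cardiomyocytes, quantified by the authors with StringTie against the Ensembl 103 annotation of Rnor_6.0. TSA was added 1 day after plating and the cells were collected after 48 h. Their depth, worked out in the same way, was 33.4, 35.0 and 34.4 M aligned reads for DMSO and 28.2, 34.8 and 38.5 M for TSA. Here 13625 genes with an FPKM of at least 1 in at least 3 libraries were tested by limma's moderated test, two-sided, on log2(FPKM + 1). TSA changed 290 genes, 247 higher and 43 lower, and 515 had an adjusted p under 0.05 regardless of fold change. The count depended on single libraries, from 33 without TSA replicate 2 to 458 without DMSO replicate 3.

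The largest rises were in Rundc3a (log2 FC 3.47), Cacng7 (3.36), Sez6l2 (3.25), Tubb4a (3.20) and Cox6b2 (3.13), each with an exact permutation p of 0.1, the smallest possible for 3 against 3. The largest falls were in Atp6v0d2 (−2.35), Hamp (−2.12), Psca (−2.04), LOC100911486 (−1.88) and Mmp12 (−1.85), and each of these lost its call when some single library was left out.

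Of 18 gene lists, 8 passed camera, with the smallest p for cell cycle genes (median log2 FC −0.60, 27 tested, adjusted p 4.8e-06). In that list 2 genes were called lower, and 5 were called in either direction when adjusted over the list alone. Lower medians were also found for AP1 (−0.27), immediate early (−0.33), extracellular matrix (−0.19) and macrophage genes (−0.84). Higher medians were found for fatty acid oxidation (0.44), glycolysis (0.45) and endothelial genes (0.39). With 1 library left out, these ranged in the same order from 0.108 to 0.674, 0.0972 to 0.624 and 0.346 to 0.547. The lists that did not pass were fibroblast (−0.24), erythroid (1.54), fetal program (0.31), cardiomyocyte (0.17), epicardial (0.19), smooth muscle and pericyte (−0.09), sarcomere maturation (0.14), MEF2 family (0.07), histone deacetylase (−0.01) and inflammatory response (0.11). The rat libraries are paired by replicate number, and with the pairs as a block the endothelial list no longer passed (adjusted p 0.0689), while the fibroblast (0.042) and fetal program lists (0.0182) did. Under fry only the fetal program list passed, and with an estimated correlation none did.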

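In mouse cardiomyocytes Mef2a was expressed at 19.1 ± 1.97 FPKM at E18.5, 19.4 ± 0.291 at P1, 14.5 ± 0.364 at P3 and 9.75 ± 0.122 at P7 (mean ± SD, n = 2). Its log2 FC from E18.5 was 0.03, −0.36 and −0.90 (SE 0.13), with adjusted p from limma's moderated test of 0.882, 0.0467 and 0.000652. With median-of-ratios size factors the fall of Mef2a at P7 passed the fold threshold (−1.09). Mef2c went from 4.14 ± 0.0262 to 3.65 ± 0.859, 1.93 ± 0.163 and 0.946 ± 0.132 FPKM, a log2 FC of −1.40 at P7 (SE 0.18, adjusted p 0.000349). Mef2d went from 39.1 ± 1.66 to 27.7 ± 3.08, 23.4 ± 1.40 and 17.5 ± 2.89 FPKM, a log2 FC of −1.12 at P7 (SE 0.15, adjusted p 0.000452). Mef2c and Mef2d were thus called lower at P7 and no member was called at P1 or P3. With TPM the fall of Mef2d at P7 was under the threshold (−0.89), and with limma-voom those of Mef2c and Mef2d at P3 passed it (−1.57 and −1.06). Mef2b stayed under 1 FPKM. The median of the 3 tested members was −0.16, −0.72 and −1.12 (camera adjusted p 0.308, 0.0326 and 0.0126). For 11 class I and II histone deacetylase genes the medians were 0.32, 0.28 and 0.13, and the list did not pass camera.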

As the expression level of MEF2 is not decrease significantly but MEF2 activity was inhibited significantly by HDAC after birth [27], we used trichostatin A (TSA), an inhibitor of HDAC, to control the activity of MEF2. Treatment of TSA, which could reactivate the downregulated MEF2 elements, changed the morphology of the neonatal cardiomyocytes as the cell area increased significantly (Fig. 5D, E), indicating cardiomyocyte hypertrophy [28]. 

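In the rat libraries Mef2a was measured at 76.0 ± 10.6 FPKM with DMSO and 84.9 ± 4.48 with TSA (mean ± SD, n = 3). Mef2c stood at 10.2 ± 2.00 and 10.7 ± 0.875 FPKM, and Mef2d at 47.9 ± 6.21 and 46.2 ± 2.15. The log2 FC was 0.17 for Mef2a, 0.07 for Mef2c and −0.04 for Mef2d, and none was called (adjusted p from limma's moderated test 0.521, 0.847 and 0.882). The signs for Mef2c and Mef2d rested on single libraries, with −0.08 for Mef2c without DMSO replicate 3 and 0.02 for Mef2d without DMSO replicate 1. Mef2b was too low to be tested.

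MEF2-regulated genes were taken as mouse genes called lower that had lost a promoter region with a MEF2 match, which gave Cox6a2, Cpt1b, Csrp3, Rnf207 and Ttn. Of the 4 tested in rat, 1 was higher with TSA, and the median log2 FC was −0.60 (camera, two-sided, p 0.122). Cpt1b rose from 39.5 to 49.8 FPKM. Cox6a2 fell from 992.3 to 672.4, Csrp3 from 509 to 286.8 and Rnf207 from 85.0 to 53.2, and none was called. For these 4 genes, camera with the replicate numbers as a block gave a p of 0.0336, for a lower level. With no block and 1 library left out, the camera p ranged from 0.0262 (without TSA replicate 3) to 0.238 (without TSA replicate 2). The blocked test was not repeated with a library left out. A longer list made from equal numbers of top peaks gave a median of −0.11 over 9 genes, 4 of them higher (camera, two-sided, no block, p 0.134). The paper concludes that MEF2-regulated genes were reactivated by TSA (Supplementary Fig. S6B). The paper's list also holds genes linked to distal elements, so the short promoter lists here do not test that conclusion.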

When the transcriptome of NRVCs with and without TSA treatment were compared, it was confirmed that the expression of MEF2 family members did not change significantly (Supplementary Fig. S6A), but MEF2-regulated-genes were reactivated after TSA treatment (Supplementary Fig. S6B). This is consistent with what happened in heart disease [29, 30]. We found that the MEF2-regulated hypertrophy genes were also reactivated under transverse aortic constriction-induced hypertrophy in mouse cardiac model (GSE188762) [31] (Supplementary Fig. S6C and Table S4). As TSA could not specifically activate MEF2 activity, we further tested the dependency on MEF2A of the TSA induced hypertrophy. We found the treatment of si-*Mef2a* could significantly reduce the abnormal cell area (Fig. 5D, E). These results demonstrate that MEF2 and MEF2-regulated-genes are relevant for perinatal transition and might be reactivated in mature cardiomyocytes under disease conditions.

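Among AP1 genes in the mouse libraries, Junb was the most highly expressed at E18.5 (180.8 ± 17.2 FPKM), P3 (85.7 ± 17.3) and P7 (180.8 ± 23.7). At P1 Jund (70.5 ± 0.258) stood above Junb (61.7 ± 7.80). The log2 FC of Junb from E18.5 was −1.54 at P1 and −1.08 at P3, both called (SE 0.18, adjusted p from limma's moderated test 0.000508 and 0.00169), and −0.00 at P7. From P1 to P7 it rose by 1.54 (adjusted p 0.00126). With TPM the fall of Junb at P3 was under the fold threshold (−0.83) and the P7 value turned positive (0.26).

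Atf3 fell from 173.6 ± 45.0 FPKM at E18.5 to 12.3 ± 2.50 at P1 and 11.8 ± 0.0292 at P7 (log2 FC −3.75 at P7, SE 0.21). Fos, Fosb and Jun were also called lower at every neonatal time point. Fosl1 rose from 11.8 ± 4.27 to 27.1 ± 1.47 FPKM at P7 (log2 FC 1.17, SE 0.38, adjusted p 0.0301), a call that was lost with median-of-ratios size factors, with limma-voom and without a filter. Fosl2 rose from 17.5 ± 3.49 to 28.1 ± 0.800 FPKM, under the threshold (log2 FC 0.67). Over 13 tested AP1 genes the median was near 0 at each time point, with 5, 6 and 4 called lower and 1 called higher at P7. As a list they were lower by camera at P1 and P3 (adjusted p 0.00501 and 0.0326) but not at P7 (0.263), and fry gave 0.000756, 0.000444 and 0.00106. Immediate early genes as a list fell, with medians of −2.05, −2.18 and −1.73 and with 11, 12 and 9 of 14 called lower (camera adjusted p 5.34e-11, 2.09e-09 and 2.49e-05). Libraries with Junb siRNA were not analysed here.

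**Figure D2:**
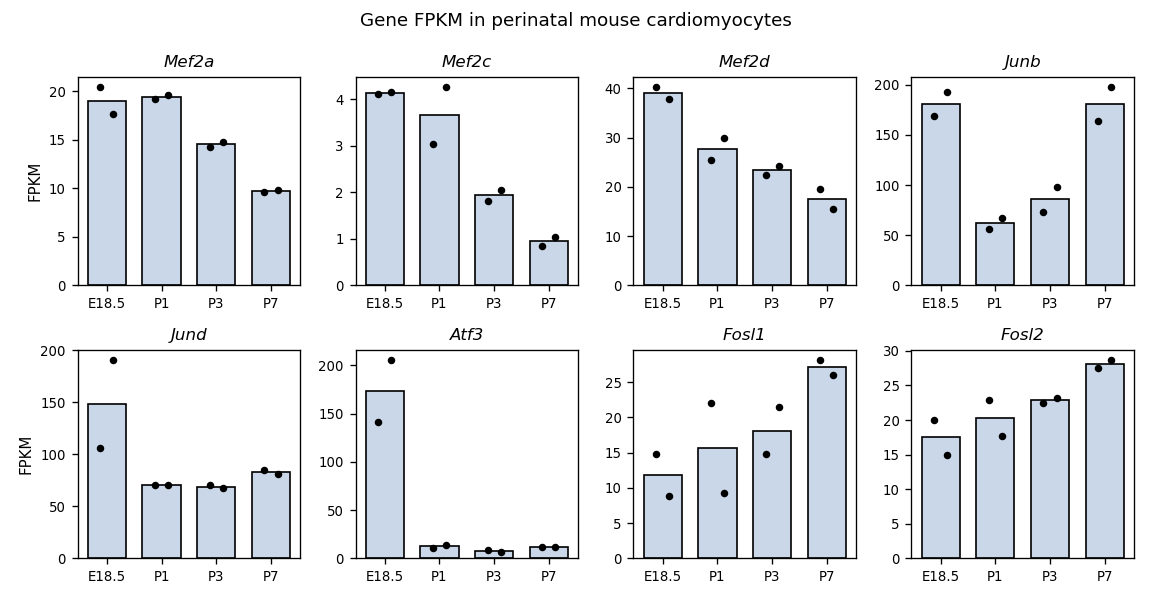
Expression of Mef2a, Mef2c, Mef2d, Junb, Jund, Atf3, Fosl1 and Fosl2 (y axis, FPKM) at E18.5, P1, P3 and P7 (x axis). Bars are means, points are the 2 libraries of each time point, and the 3 Mef2 genes fall towards P7 while Junb falls at P1 and is back at its E18.5 level at P7.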

To understand the role of upregulated AP1-motif-harboring-elements, we used siRNA to reduce the expression of *Junb*, the most highly expressed member of the AP1 complex, in NRVCs (Supplementary Fig. S6D, E). We examined the cellular phenotypes related to the function of AP1-regulated-genes, such as cell proliferation (Fig. 5C). 5-Ethynyl-2’-deoxyuridine (EdU) staining showed that DNA synthesis was unchanged in treated cells (Supplementary Fig. S6F, G). However, the fraction of Aurora B-positive and phospho-Histone H3 (pHH3)-positive NRVCs increased significantly (Fig. 5F, G and Supplementary Fig. S6H, I), indicating increased cytokinesis. Furthermore, the number of binuclear NRVCs decreased significantly (Fig. 5H, I). We also examined the role of another AP1 complex member *Atf3*, and the results confirmed the effect of *Atf3* on cytokinesis as *Junb* (Supplementary Fig. S6J–L). These results indicate that the upregulated AP1-elements in NRVCs could stop cardiomyocyte cytokinesis in postnatal cardiomyocytes, the most significant change during the perinatal transition.

### iPSC-CMs with remodeled MEF2-program show adult cardiomyocyte-like electrophysiology

The in-vitro iPSC-CMs exhibit less mature characteristics [11, 20, 32] and these less mature phenotypes would affect their application as drug testing [33, 34]. We tried to utilize the perinatal regulation mechanism to promote the maturation of iPSC-CMs. We first examined the expression of the key transcription factors revealed by our study in transcriptome of induced CMs [35]. The results showed that *MEF2A* is abnormally highly expressed in human in-vitro induced CMs as that in human fetal but not in adult (Fig. 6A). We then used *MEF2A*-siRNA to reprogram the regulatome in iPSC-CMs (Fig. 6B and Supplementary Fig. S7A). We found that inhibition of *MEF2A* in iPSC-CMs resulted in significant downregulation of gene expression associated with cardiomyopathy, which was consistent with the terms associated with MEF2-regulated-genes discovered in perinatal transitions (Fig. 6C and Supplementary Fig. S5A).

**Fig. 6:**
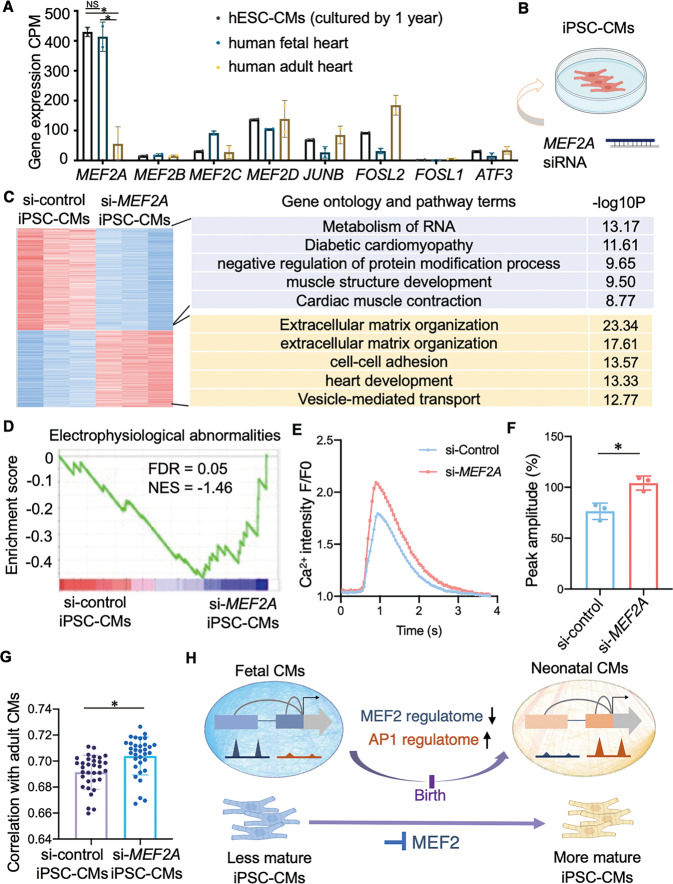
Inhibition of *MEF2A* improves the similarity of iPSC-CMs to in-vivo adult cardiomyocytes. **A** MEF2 and AP1 family members gene expression (CPM) in hESC-CMs, human fetal and adult heart from GSE62913 (*n* = 2, FDR for hESC-CMs vs. fetal, hESC-CMs vs. adult, and fetal vs. adult of *MEF2A* expression are 1, 1.051E-17, 2.369E-13, accessed using edgeR. * indicates FDR < 0.05. NS indicates not significant). **B** Schematic diagram of *MEF2A* siRNA processing iPSC-CMs. **C** Heatmap shows the differentially genes expression (*P* < 0.01) of iPSC-CMs treated with scramble siRNA or si-*MEF2A* (left). Enriched gene ontology and pathway terms for genes located at each cluster in heatmap along with their –log10(*P*-values) (right). **D** GSEA enrichment analysis shows that the expression of genes associated with electrophysiological abnormalities is downregulated after the inhibition of *MEF2A* in iPSC-CMs. **E**, **F** Representative Ca^2+^ transients (E) and quantification of relative Ca^2+^ transient amplitude (**F**) in iPSC-CMs treated with scramble siRNA or si-*MEF2A* (*n* = 3, two-tailed Student’s *t*-test, *P* = 0.005, * indicates *P* < 0.05). **G** Spearman correlation between iPSC-CMs and adult CMs transcriptome (iPSC-CMs treated with scramble siRNA, *n* = 3; iPSC-CMs treated with si-*MEF2A*, *n* = 3; adult CMs, *n* = 11; Wilcoxon rank sum test, *P* = 8.029E-05, * indicates *P* < 0.05). **H** Graph chart summarizes the regulatory reprogramming in perinatal cardiomyocytes. Key transcription factors, MEF2 and AP1, mediate the remodeling of regulatory program in perinatal CMs. The manipulation of *MEF2A* would induce the iPSC-CMs more like adult CMs.

Among the cardiomyopathy, we further found that the inhibition of *MEF2A* in iPSC-CMs resulted in significant change of gene expression associated with electrophysiological abnormalities (Fig. 6D). Electrophysiological features are major measurements for cardiac translational research of iPSC-CMs [4]. The critical pacemaker gene *HCN4*, which is important for synchronized beating [11], is highly expressed in engineered cultured CMs and fetal CMs, but was downregulated in adult CMs (Supplementary Fig. S7B). Interestingly, we found that inhibition of *MEF2A* could significantly decrease the transcription of *HCN4* in iPSC-CMs (Supplementary Fig. S7C). Additionally, Ca^2+^ handling is one of the major hallmarks of cardiomyocytes maturation [11]. We found that decreased MEF2A expression in iPSC-CMs significantly increased the amplitude of Ca^2+^ transient (Fig. 6E, F). Furthermore, iPSC-CMs with inhibition of *MEF2A* showed increased overall correlation with adult CMs samples (Fig. 6G). All these results revealed the manipulation of *MEF2A* would induce the iPSC-CMs more like in-vivo adult CMs, which will contribute to cardiovascular research fields.

Together, our results suggest that cardiomyocyte perinatal transition is tightly controlled by transcription regulation, which involves transcription factors and 1D to 3D chromatin architectures. Key transcription factors such as MEF2 and AP1 are crucial for the remodeling of regulatory elements within the chromatin architecture to govern the programming of the perinatal transition, and recompiling of MEF2 regulation plays a role in the improvement of iPSC-CMs maturity (Fig. 6H).

## Discussion

Understanding how cardiomyocytes are programmed to develop and mature is important for cell engineering, disease modeling, drug testing and cell therapy. However, how the transcription regulation program operates within the critical perinatal window during development is poorly understood. Here, we explored this transcriptional regulation by integrating a multilayer chromatin landscape.

Our results showed that the chromatin interaction provides a basic framework for the regulatory elements to transmit their regulatory signal for programming during the perinatal window. The dynamics of chromatin interactions mediate changes in transcriptional regulation and phenotypic variations. Proper chromatin architecture is necessary for perinatal cardiomyocyte homeostasis. For example, *Hmgb2* is downregulated postnatally through a decrease in the interaction between its promoter and the distal regulatory element after birth to introduce a proper perinatal transition of cardiomyocytes. The abnormally increased expression of *Hmgb2* after birth exaggerates myocardial ischemic injury in rats [25]. Although many of the identified interactions are not changed during the perinatal transition, they mediate the transcriptional regulation of important genes for cardiomyocyte health. Any damage to this framework would greatly affect transcription programming. It has been reported that cardiomyocyte-specific depletion of CTCF, an essential factor for chromatin interactions, leads to spontaneous and sustained cardiac dilation as well as the heart failure stress response [24]. Thus, proper chromatin architecture is subjected to precise regulation in cardiomyocytes during the perinatal period.

We discovered key transcription factors driving the dynamic activities of regulatory elements in chromatin architecture. We identified a MEF2-mediated regulatory program that is downregulated in the perinatal window. MEF2 is considered a central cardiac transcription factor [27] and has been reported to be essential for viability and mitochondrial function in cardiomyocytes [36, 37]. While MEF2 is essential for the identity of cardiomyocyte both before and after birth, its regulatory activity is downregulated at certain regulatory elements postnatally to obtain healthy cardiomyocytes. Consistent with our observations, abnormal activation of MEF2 by CaM kinase signaling in adults leads to cardiomyopathy as cardiomyocytes undergo hypertrophy [29, 30]. In contrast, repression of MEF2 and its regulated network in iPSC-CMs lead to a change of electrophysiology. Thus, although MEF2 is required for cardiomyocyte identity, ectopic activation of MEF2 can perturb their proper regulatory roles during perinatal transition and damage the health and function of cardiomyocytes.

Notably, that we discovered an upregulated program driven by the transcription factor AP1. This AP1-mediated regulatory program controls multiple facets of perinatal phenotypic changes, such as cell cycle exit and lipid metabolism. Consistent with our finding that AP1 drives the upregulated program, a recent study also showed that fetal-to-adult gained accessible regions in human cardiomyocytes are enriched for AP1 motifs [14], but the role of AP1 in human cardiomyocytes was not further investigated. Our results reveal that the upregulated AP1 in neonatal cardiomyocytes inhibits cardiomyocyte cytokinesis and increases binucleation, which are well-known phenotypic changes in perinatal cardiomyocytes. Although this appears to be contradictory to the report that AP1 stimulates cardiomyocyte proliferation in zebrafish heart regeneration [38], it indicates that the regulatory role of AP1 is different in vertebrates with or without cardiomyocyte regenerative capacities. It was recently reported that AP1-associated regeneration-responsive enhancers, as *inhba* enhancer in regeneration-competent teleost fish are evolutionarily changed in mammals and fail to promote regeneration [22]. Thus, AP1-associated regulation is evolutionarily preserved in both regeneration-competent and regeneration-incompetent animals, but the role is redirected from usage for regeneration in fish cardiomyocytes to cytokinesis inhibition in mammalian perinatal cardiomyocytes.

In summary, we captured the chromatin remodeling in cardiomyocytes during the perinatal transition. Our results show that dynamic regulatory programs are important for the programming of cardiomyocyte phenotypic transition. The data resource and findings in our study would provide knowledge to leverage the development of better approaches to promote iPSC-CMs maturity. We believe that careful manipulation of the cardiomyocyte epigenome to mimic perinatal regulation could potentially offer a route to therapies for heart disease.

## Materials and methods

### Isolation of cardiomyocytes

Animal experiments were carried out with wild-type C57BL/6 mice (Model Animal Research Center of Nanjing University) or Sprague Dawley rats (Shanghai Laboratory Animal Center, CAS). Mice were males and females with ages at embryonic day 18.5, postnatal days 1, 3, and 7. Rats were males and females with ages at postnatal days 1. Animals were killed using CO_2_ asphyxia and the cardiomyocytes from mice or rats were isolated rapidly from left ventricles as described [39]. The tissues were cut into pieces, and then digested in 0.25% trypsin (Gibco, 15090046) at 4 °C for 12–16 h. The tissues were then transferred to a new tube and incubated with 0.1% collagenase Type II (Worthington, LS004176) and 1% BSA (MP biomedicals, 9048–46–8) in the reciprocating shaker bath at 115 rpm, 37 °C. The cell suspensions were collected every ~8 min for 3 times, and then passed through a 100-μm cell strainer (Millipore, SLHP035RB). Cell suspensions were centrifuged for 5 min at 300 × *g*. The cells were resuspended with DMEM HG medium (Gibco, 12800-017) with 10% FBS (Gibco, 10270–1106), seeded onto uncoated 100-mm plastic dishes and incubated for 1.5–2 h in 5% CO_2_ humidified atmosphere incubator. The cardiomyocytes in supernatant were collected and the non-cardiomyocytes, which attached to dishes were discarded. Cardiomyocytes were used for following experiments directly or seeded onto plates for treatment.

### Preparation of iPSC-CMs

Human induced pluripotent stem cell (hiPSC) line ZSSY001 (RC01001-A) was kindly provided by Nuwacell [40]. hiPSCs were plated on 6-well plates coated with Matrigel (Corning, 354277) and maintained with Essential 8 ^TM^ Medium (Gibco, A15169-01, A15171-01). At ~80% confluence, Essential 8^TM^ Medium was replaced with inducing medium: RPMI 1640 (Gibco, 11875-093)/B-27 minus insulin Medium (Gibco, A18956-01) with 6 µM CHIR-99021 (Sellect, S1263), to begin the process of differentiation (Day 0). After 2 days culture in the inducing medium, medium was replaced with RPMI 1640/B-27 minus insulin Medium (Day 2). On Day 3, medium was changed to RPMI/B-27 minus insulin Medium with 5 μM IWP2 (Sellect, S7065). After 48 h of treatment with IWP2, medium was changed to RPMI 1640/B-27 minus insulin Medium (Day 5). At Day 7, medium was changed to RPMI 1640/B-27 Medium (Gibco, A17504-044), followed by medium change every 48 h with RPMI 1640/B-27 Medium. Beating iPSC-CMs could become apparent between day 7 and 11 of differentiation. At ~Day 13, RPMI 1640/B-27 Medium was substituted with CSM Medium (ScienCell, 5911, 5962) for 72 h to metabolically purify iPSC-CMs. Purified iPSC-CMs were then digested into single-cell suspension by TrypLE (Gibco, A12177-01) and then were plated on 12-well or 96-well plates coated with matrigel.

### ATAC-seq library construction

ATAC-seq was performed as described previously [41]. In brief, 50,000 live cells were washed in cold PBS buffer and lysed in buffer with 0.01% Digitonin (Promega, G9441), 0.1% NP40 (Sigma, 11332473001) and 0.1% Tween-20 (Sigma, 11332465001). Transposition was performed at 37 °C, 1000 rpm for 30 min with Tn5 transposase (Vyzame, TD501). After purification of the DNA with Zymo DNA Clean and Concentrator 5 columns (Zymo Research, D4013), the material was pre-amplified for 5 cycles. Additional PCR cycles were evaluated by real-time PCR and final product was cleaned by AMPure XP Beads (Beckman, A63880) at a 1× ratio. HiSeqX10 sequencer (Illumina) was used to sequence the library with 150 bp paired-end reads mode at Annoroad Gene Technology Company (Beijing, China). Two biological replications were carried out for each time point.

### Analysis of ATAC-seq

#### Peak calling and annotation

For each sample, reads were trimmed for adaptors with cutadapt [42] version 1.18 and aligned with bowtie2 [43] version 2.3.0 to mm10 with parameters “-no-mixed”, “-no-discordant”. SAMtools [44] version 1.3.1, MarkDuplicates from Picard, and bedtools version 2.25.0 were used to remove duplications in aligned reads. MACS2 [45] version 2.1.2 was used for peak calling and with parameters “-SPMR” to normalize the bedgraph files to million reads. Then we removed peaks that overlapped blacklist from ENCODE consortium [46]. Genomic features were annotated using “annotatePeak” in HOMER [47] version 4.7 with default parameters. Promoter regions were defined as 2.5 kb around RefSeq TSS of protein-coding genes. H3K27ac peaks in whole heart [21] were obtained from the Gene Expression Omnibus (GEO) under the accession GSE52386. Overlapping between accessible regions in cardiomyocyte and H3K27ac peaks in whole heart was performed with GenomicRanges [48] version 1.36.1.

#### Identification of differential peaks

DiffBind [49] version 2.12.0 was used to obtain the peak occupancy (TMM normalized score) and perform differential analysis on all samples. Spearman correlation coefficient was calculated for chromatin accessibility between biological replicates for each time point using “cor” in R. The principal component analysis (PCA) plot was generated using TMM normalized score. Differential accessible regions were identified as FDR less than 0.01 and abs(log2FC) greater than 1 for each pair-wise comparison. Differential accessible peaks across all comparisons were combined. Z-scores were calculated based on TMM normalized scores for each region and then K-means cluster analysis was performed using Cluster 3.0 and visualized with TreeView [50]. Pearson correlation was calculated for log2FC of chromatin accessibility and log2FC of gene expression using “cor” in R.

### HiChIP library construction

The HiChIP was performed as previously described [51] with the following modifications. Approximately 3 million cells were used for each experiment. Cells were fixed with 1% formaldehyde (Sigma, F8775-25ML). Nuclei were isolated with 1% SDS, and digested using 400U MboI (NEB, R0147) at 37 °C overnight. After ligation, we sheared the chromatin on Sonics VCX-130 with 15 s on and 30 s off for 3 cycles. 4 μg H3K27ac antibody (Abcam, ab4729) was used. The chromatin–antibody complex was captured with Protein G beads (Invitrogen, 10004D). Libraries were constructed for HiChIP samples with NEBNext Ultra DNA Library Prep Kit for Illumina (NEB, E7370). HiSeqX10 sequencer (Illumina) was used to sequence the library with 150 bp paired-end reads mode. Three biological replications were carried out for each time point.

### Analysis of HiChIP

#### HiChIP data processing

For each sample, reads were trimmed for adaptor with cutadapt version 1.18 and aligned to mm10 genome using the HiC-Pro pipeline [52] version 2.8.0. Default settings were used to remove duplicate reads, assign reads to MboI restriction fragments, filter for valid interactions, and generate binned interaction matrices.

#### Identification of chromatin interactions

Interactions were called using Fit-Hi-C [53] version 2.0.7 based on matrix_file for each sample or for combined matrix by running the following command: “hicpro2fithic.py –i matrix_file -b abs.bed -s iced.matrix.biases -o prepared-fithic-data -r 10000” and “fithic -i interactionCounts.gz -f fragmentMappability.gz -t biases.gz -o fithic-output -L 10000 -U 300000000 -r 10000”. The combined matrix file was obtained by combining hic_files of all samples using HiC-Pro. Interactions were filtered to keep with interactions with *P*-value less than 1e-4, distances between 20 kb and 2 Mb and interactions count >8. Virtual 4C data were extracted with the Juicebox tool “dump”. Pearson correlation of replicates was calculated based on the ice normalized read counts and log10(normalized counts) was plotted using the “smoothScatter” function in R.

#### Identification of differential chromatin interactions

The counts for interaction in each sample were extracted from the matrix file in HiC-Pro output. The differential interactions between time points were called using edgeR [54] version 3.26.8 with the default normalization method. Differential interactions were identified as *P*-value less than 0.05 and abs(log2FC) greater than 1.

#### Aggregate peak analysis

Aggregate peak analysis (APA) [55] was performed using Juicer tools version 0.8 by running the following command: “juicer_tools_linux_0.8.jar apa -r 10000 hic_file interaction_file output_file -u”. P2LL (Peak to Lower Left) value was taken as the APA score. APA score >1 suggests consistent focal enrichment of interaction contacts that fall within the center of the matrix [24, 55].

### RNA-seq library preparation and sequencing

mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Sequencing libraries were generated using NEBNext UltraTM RNA Library Prep Kit for Illumina (#E7530L, NEB, USA) following the manufacturer’s instruction. HiSeqX10 sequencer (Illumina) was used to sequence the library with 150 bp paired-end reads mode.

### RNA-seq analysis

The adaptors-trimmed and quality-filtered reads were mapped to mm10, rn6 using HISAT2 [56] version 2.1.0 with default parameters. Transcript assembly was performed using StringTie version 1.3.5 [57]. “genomecov” scale function from “bedtools” to normalized RNA-seq as read count per million for visualization. Expression levels were also measured as fragments per kilobase of exon model per million mapped fragments (FPKM). Differential expression was analyzed using edgeR version 3.26.8. Adjust *P*-values (FDR) were calculated by using “p.adjust” in R. Differential expressed genes were identified as FDR less than 0.05 and abs(log2FC) greater than 1. RNA-seq for hESC-CMs, human fetal and adult heart is downloaded from the Gene Expression Omnibus (GEO) under the accession GSE62913 [35] and differential expression also was analyzed using edgeR version 3.26.8. For transcriptome correlation analysis, human adult CMs transcriptome was obtained from the Gene Expression Omnibus (GEO) under the accession GSE156702 [14]. Spearman correlation coefficient between iPSC-CMs and adult CMs transcriptome was calculated using “cor” in R.

### TSA and si-*Mef2a* treatment in NRVCs

One day after plating, NRVCs were treated without or with the TSA (ApexBio, A8183) or DMSO (MP biomedicals, 196055), and transfected with 50 nM siRNA negative control (Sangon Biotech) or siRNA against *Mef2a* (Sangon Biotech). After 12 h of transfection, Opti-MEM (Gibco, 31985-070) was replaced with new medium. Cells were fixed or collected after 48 h.

### siRNAs transfection

One day after plating, cells were transfected with 50 nM scramble siRNA (Sangon Biotech), si-*MEF2A* (Sangon Biotech), si-*Junb* (Sangon Biotech) or si-*Atf3* (Sangon Biotech) using Lipofectamine® 2000 Reagent (Invitrogen, 11668). The sequence of the scramble siRNA is 5’-UUCUCCGAACGUGUCACGU-3’. The sequence of si-*MEF2A* is 5’-CUCUAACAAACUGUUUCAAUA-3’. The sequence of si-*Junb* is 5’-CCCUGGCAGUCUUUCUCUU-3’. The sequence of si-*Atf3* is 5’-ACACUCUCCAGUUUCUCUG-3’. After 12 h of transfection, Opti-MEM (Gibco, 31985-070) was replaced with respective culture medium of the cells.

### Ca^2+^ handling

The culture medium was removed and the cells were washed three times with PBS. Then 2 μM Fluo-4 AM working solution (Beyotime, S1060) was added. Cells were incubate at 37°C for 30 min for fluorescence probe loading. After washing with PBS for 3 times and incubation for 20–30 min, the fluorescence of Fluo-4 was detected by laser confocal microscope to determine the change of intracellular calcium ion concentration.

### Quantitative real-time polymerase chain reaction (qRT-PCR)

Total mRNA was extracted using TRIzol RNA Isolation Reagents (Thermo, 15596018) following manufacturer’s instruction. The RNA obtained (200 ng) was reverse-transcribed using PrimeScript™ RT reagent Kit (Takara, RR047A) following the manufacturer’s instruction. mRNA levels for *MEF2A* and *Junb* were measured by qRT-PCR using TB Green Premix Ex Taq™ (Takara, RR420A) and CFX384 Real-Time Systems (Bio-Rad) according to the manufacturer’s instruction. The primers of *Gapdh* (*Rattus*) are: 5’-GACATGCCGCCTGGAGAAAC-3’ (forward), 5’-AGCCCAGGATGCCCTTTAG-3’ (reverse). The primers of *Junb* (*Rattus*) are: 5’-TACAAACTCCTGAAACCCACCT-3’ (forward), 5’-TCCCTGACCCGAAAAGTAGC-3’ (reverse). The primers of *Atf3* (*Rattus*) are: 5’-GATTCGCCATCCAGAACAAGC-3’ (forward), 5’-GCAATTTTGTTTCTTTCCCGC-3’ (reverse). The primers of *GAPDH* (*Homo*) are: 5’-GTGGACCTGACCTGCCGTCT-3’ (forward), 5’-GGAGGAGTGGGTGTCGCTGT-3’ (reverse). The primers of *MEF2A* (*Homo*) are: 5’-ATGAAAGCAGAACCAACTCGG-3’ (forward), 5’-CCAGGTGCGATTTTATGATTCC-3’ (reverse).

### Transcription factor motif enrichment analysis

Motif enrichment analysis were based on dynamic promoters and dynamic distal ATAC-seq elements involved in the chromatin interactions. We used HOMER version 4.7 to perform motif analysis with mm10 genome as background. The results were visualized with the ggplot2 version 3.1.1. Motif scan for a specific transcription factor was performed using Homer by running the following command: “scanMotifGenomeWide.pl TF.motif (download from Homer softwore) mm10 -bed > TF.motif.bed”. Then dynamic regulatory elements harboring the MEF2 or AP1 motifs were used to construct the TF regulatome.

### Gene enrichment analysis

Target genes in the regulatory network were defined as genes associated with accessible promoters or genes interacted with distal accessible regions. Expression enrichment on tissues in the Mouse Gene Atlas was performed with Enrichr (https://maayanlab.cloud/Enrichr). Human Phenotype Ontology enrichment was performed with g:Profiler (https://biit.cs.ut.ee/gprofiler/gost). MEF2 or AP1-regulated-genes were defined as differential genes associated with proximal or distal differential elements with MEF2 or AP1 motif. Gene ontology and pathway analysis were performed with Metascape [58] version 3.5 (http://metascape.org). The results were visualized with the ggplot2 version 3.1.1 and Gephi version 0.9.2. The enrichment of gene set as all genes regulated by MEF2 on transcriptome of NRVCs, hypertrophy genes regulated by MEF2 on transcriptome of transverse aortic constriction-induced hypertrophy model or electrophysiology abnormity genes regulated by MEF2 on transcriptome of iPSC-CMs were performed using GSEA [59] version 3.0.

### Immunofluorescence staining

Cells were fixed with 4% paraformaldehyde (BBI Life Science, EB06FA0001) for 1 h, permeabilized with 0.5% Triton X-100 (Dingguo, AR-0341) for 1 h, and blocked in 2% BSA (Yeasen, 36101ES76) for 2 h. Cells were then stained for 2 h with the following primary antibodies diluted in 2% BSA solution in PBS: anti-α-actinin (1:500; Sigma, A7811), anti-pHH3 (1:500; CST, #9706), anti-cTnT (1:500; abcam, ab64623 for rat cardiomyocytes; Thermo, MS-295-P0 for mouse cardiomyocytes), anti-Aurora B (1:500; abcam, ab2254). Cells were washed with PBS and incubated for 1 h with the secondary antibodies: Donkey anti-Rabbit IgG (H + L), DyLight 594 (1:200; Thermo, SA5-10040), Donkey anti-Goat IgG (H + L), DyLight 594 (1:200; Thermo, SA5-10088), Donkey anti-mouse IgG (H + L), DyLight 650 (1:200; Thermo, SA5-10169) and stained with DAPI (Mpbio, 157574). EdU stainings were performed using the Click-iT® EdU Alexa Fluor® 488 Imaging Kit (Thermo, C10337) according to the manufacturer’s instructions. Images were acquired by fluorescence microscopy (Zeiss, Axio Vert A1) or High-content fluorescence microscopy (PerkinElmer, Opera Phenix).

### Quantification of immunofluorescence

Cell areas, length-to-width ratio, and the percentages of EdU^+^ NRVCs were obtained using Harmony 4.8. The numbers of Aurora B^+^ NRVCs, pHH3^+^ NRVCs and binucleated NRVCs were obtained by counting the number of cells with positive signals, and the percentages were calculated by dividing the number of signal positive cells by the total number of cells in each image.

### Statistical analysis

The following statistical tests were performed or otherwise described in bioinformatics analysis: two-tailed Student’s *t*-test on the data passing normality assessment and equal variance for Figs. 4B, 5G, I, 6F, Supplementary Figs. S6G, I–L, S7A, non-parametric Wilcoxon rank sum test was used to analyze data in abnormal distribution for Figs. 3F, 4B, H, 5E, 6G, Supplementary Fig. S6E and two-tailed chi-square test for Fig. 1D. All experiments were conducted on at least two biological replications. Data on Figs. 4B, E, J, 5G, I, 6F, G, Supplementary Figs. S4B–E, S6A, D, E, G, I–L, S7A–C are mean ± SD.

## Supplementary information

Supplemental Figures

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

## Data Availability

All data needed to evaluate the conclusions in the paper are present in the paper and/or the Supplementary Materials. RNA-seq, ATAC-seq and HiChIP-seq data of perinatal CMs and NRVCs have been deposited at GEO (GSE178673) with security token ‘upizqqyijvgvbox’. RNA-seq data of iPSC-CMs have been deposited at GEO (GSE196655) with security token ‘mdqjmcwglrafdoz’.

# Supplementary material for: Dynamic chromatin landscape encodes programs for perinatal transition of cardiomyocytes
**Source:** Cell Death Discov. 2023 Jan 18;9:11. doi: 10.1038/s41420-023-01322-3
**Supplement:** Supplementary file 1 — Supplemental Figures

1 Supplemental Materials

2

3 **Dynamic chromatin landscape encodes programs for**  
4 **perinatal transition of cardiomyocytes**

5

6 Jing Zhang, Zhaohui Ouyang, Limei Xia, Qi Wang, Feng Zheng, Kun Xu, Yuexian

7 Xing, Ke Wei, Shaolin Shi, Chaojun Li, Jingping Yang

8

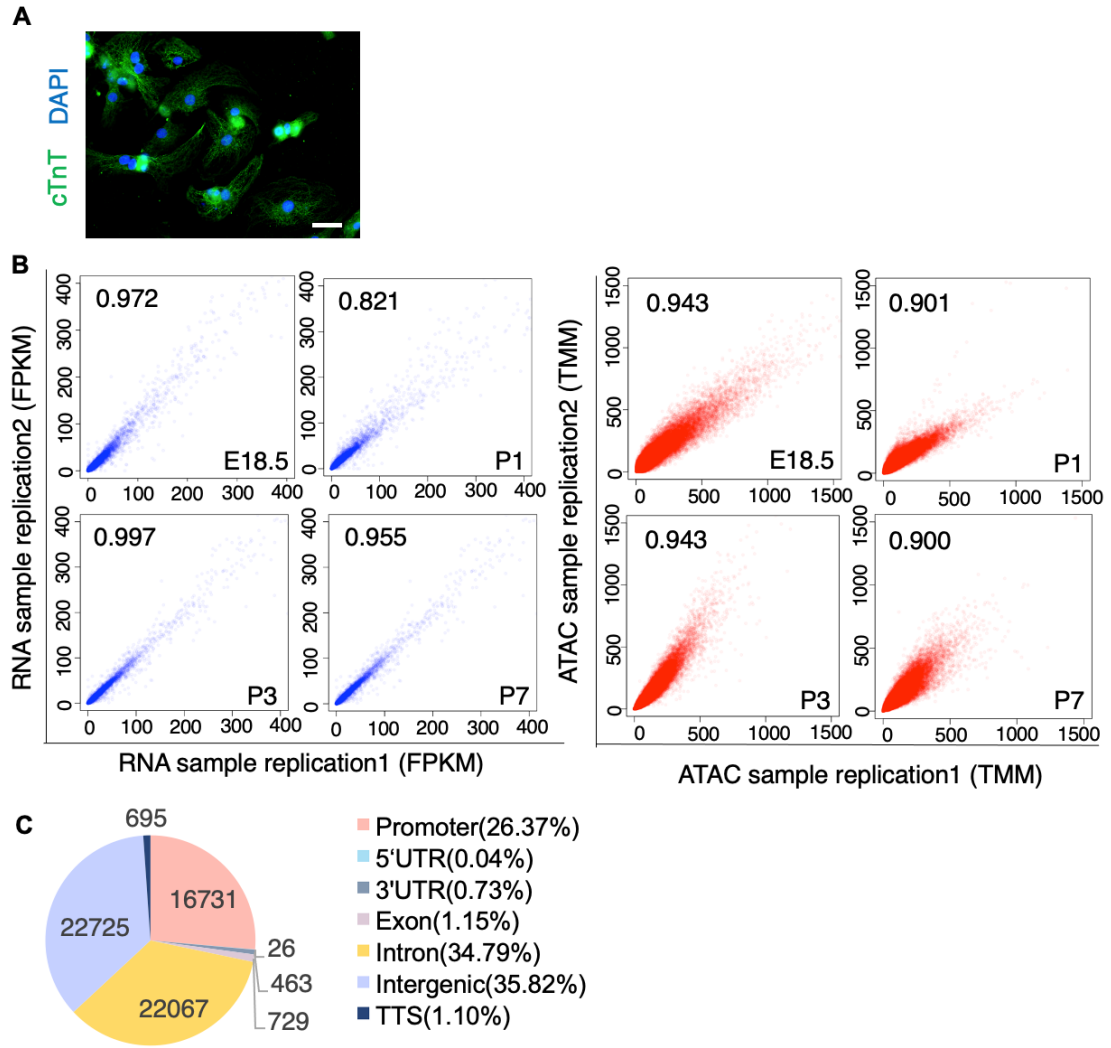

9

10 **Figure S1. Quality control of RNA-seq and ATAC-seq.** **A** cTnT staining of  
 11 cardiomyocytes isolated from P7. Scale bars, 100  $\mu$ m. The representative image from  
 12 one of the three independent experiments is shown. **B** Scatterplot of the gene  
 13 expression from RNA-seq between biological replicates for each time point (left).  
 14 Scatterplot of the chromatin accessibility between biological replicates for each time  
 15 point (right). Spearman correlation coefficient is marked in the upper left corner. **C**  
 16 Genomic distribution of all chromatin accessible regions across the perinatal time  
 17 points in cardiomyocytes.

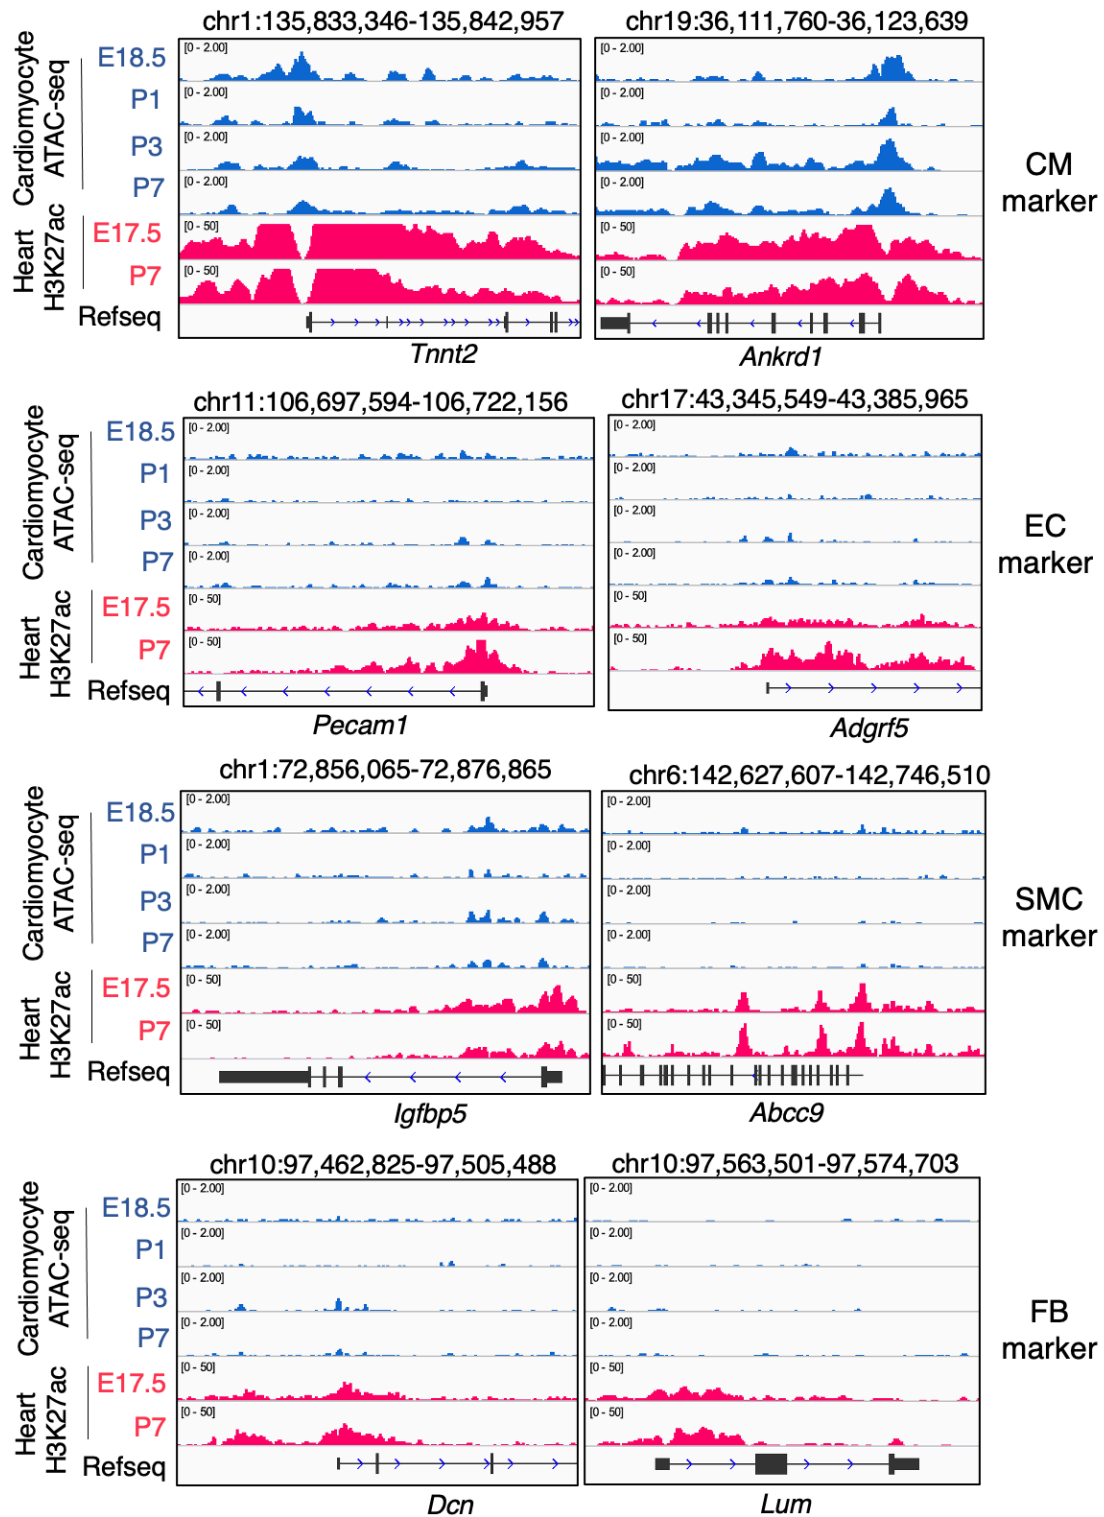

**Figure S2. Visualization of cardiomyocyte or non-cardiomyocyte marker gene loci.** Genome browser view of cardiomyocyte or non-cardiomyocyte marker gene loci with tracks for chromatin accessibility in cardiomyocytes at four perinatal time points and H3K27ac signal in whole heart at two perinatal time points. CM, cardiomyocyte; EC, endothelial cell; SMC, smooth muscle cell; FB, fibroblast.

**A** Genes with decreased accessibility at promoters

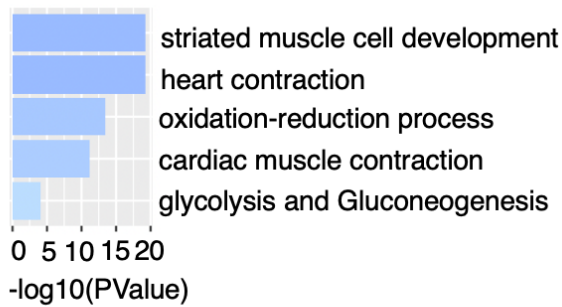

Genes with transiently increased accessibility at promoters

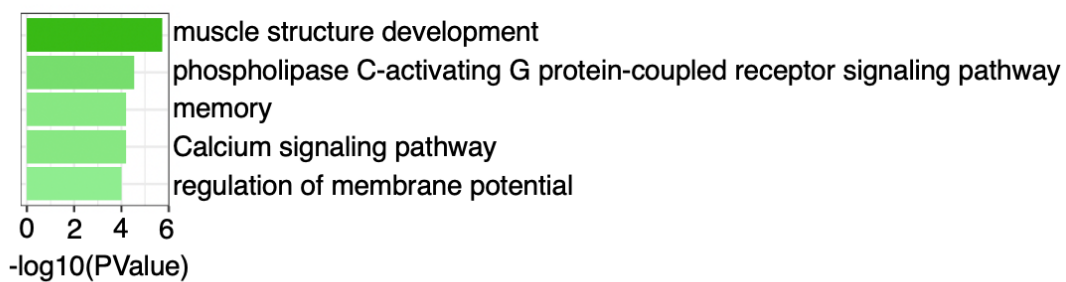

Genes with continuously increased accessibility at promoters

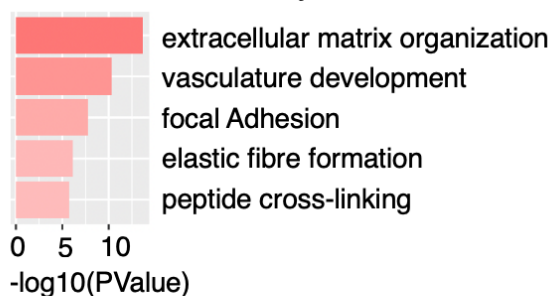

**B** Correlation of accessibility ( $\log_2\text{FC}$ ) and expression ( $\log_2\text{FC}$ )

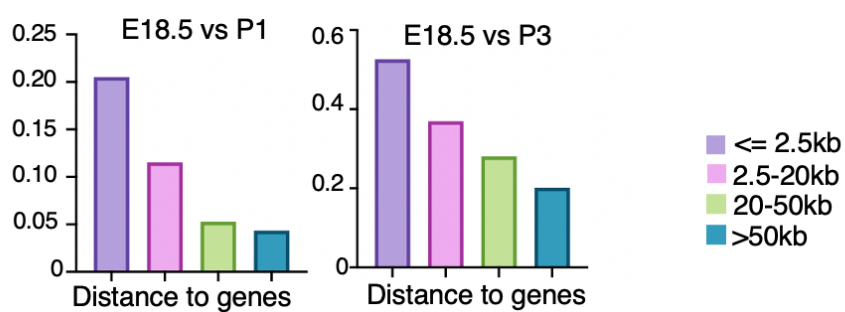

**Figure S3. Differential chromatin accessibility of perinatal cardiomyocytes. A**

Top 5 enriched gene ontology and pathway terms on genes with down-regulated promoters (top) or genes with transiently up-regulated promoters (middle) and continuously up-regulated promoters (bottom). **B** Pearson correlation between  $\log_2$  fold change ( $\log_2\text{FC}$ ) of chromatin accessibility of these differentially accessible

30 regions and log2FC of gene expression of their nearest differential genes in E18.5 vs  
31 P1 (left) and E18.5 vs P3 (right).  
32

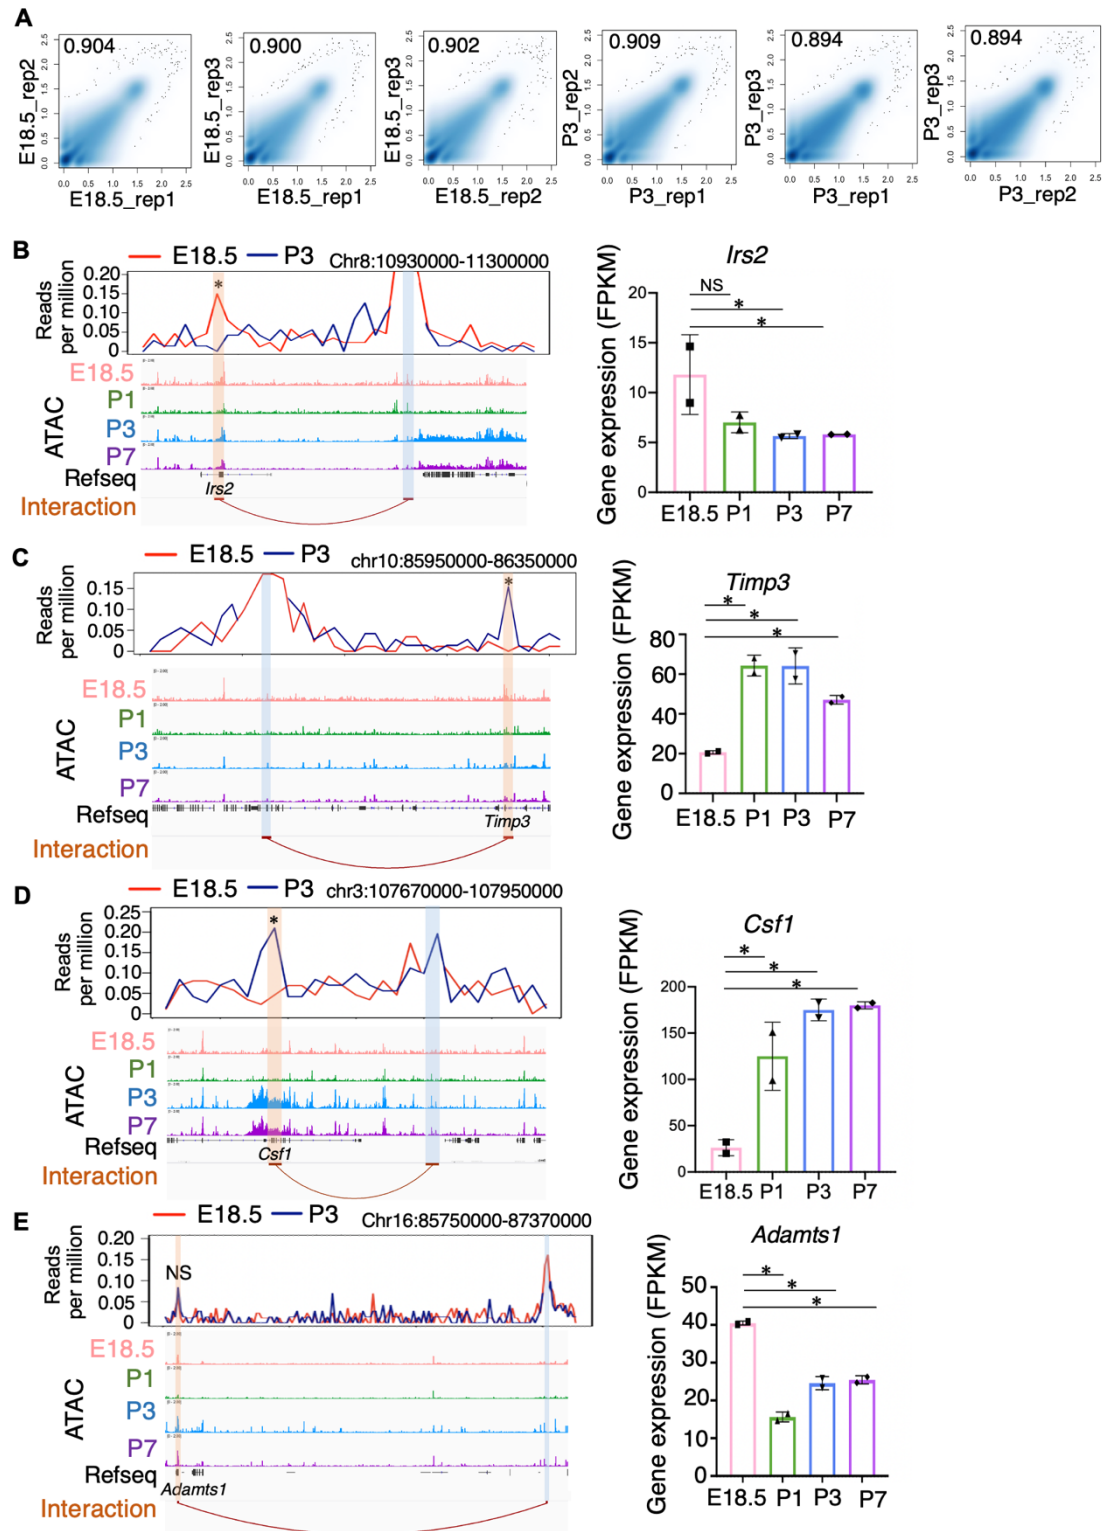

**Figure S4. Chromatin architecture mediates transcriptional regulation of cardiomyocytes.** **A** Scatterplot of the interaction contacts from Hi-ChIP between biological replicates for each time point. Pearson correlation coefficient is marked in the upper left corner. **B-E** Virtual 4C interaction profile at the distal element of *Irs2*

38 (B), *Timp3*(C), *Csf1* (D), *Adamts1* (E) in E18.5 (red line) and P3 (blue line)  
39 cardiomyocytes. Genome browser view of chromatin accessibility is aligned vertically  
40 below. The anchor (distal element) and gene promoter are marked with blue and  
41 orange boxes, respectively. The strength change of the interaction between them is  
42 significant at *Irs2*, *Timp3*, *Csf1* locus (left, P= 0.0003, 0.008, 0.021, respectively. \*  
43 indicates P<0.05) and unchanged at *Adamts1* locus (left, P= 0.8, NS indicates not  
44 significant). Bar plot of gene expression (right, n=2, FDR of *Irs2* gene expression for  
45 E18.5 vs P1, P3, and P7 are 0.051, 0.01, and 0.01, those of *Timp3* are 0.0004, 0.0004,  
46 and 0.0009, *Csf1* are 0.0008, 0.0003, and 0.0001, *Adamts1* are 0.0003, 0.002, and  
47 0.003. \* indicates FDR<0.05, NS indicates not significant).

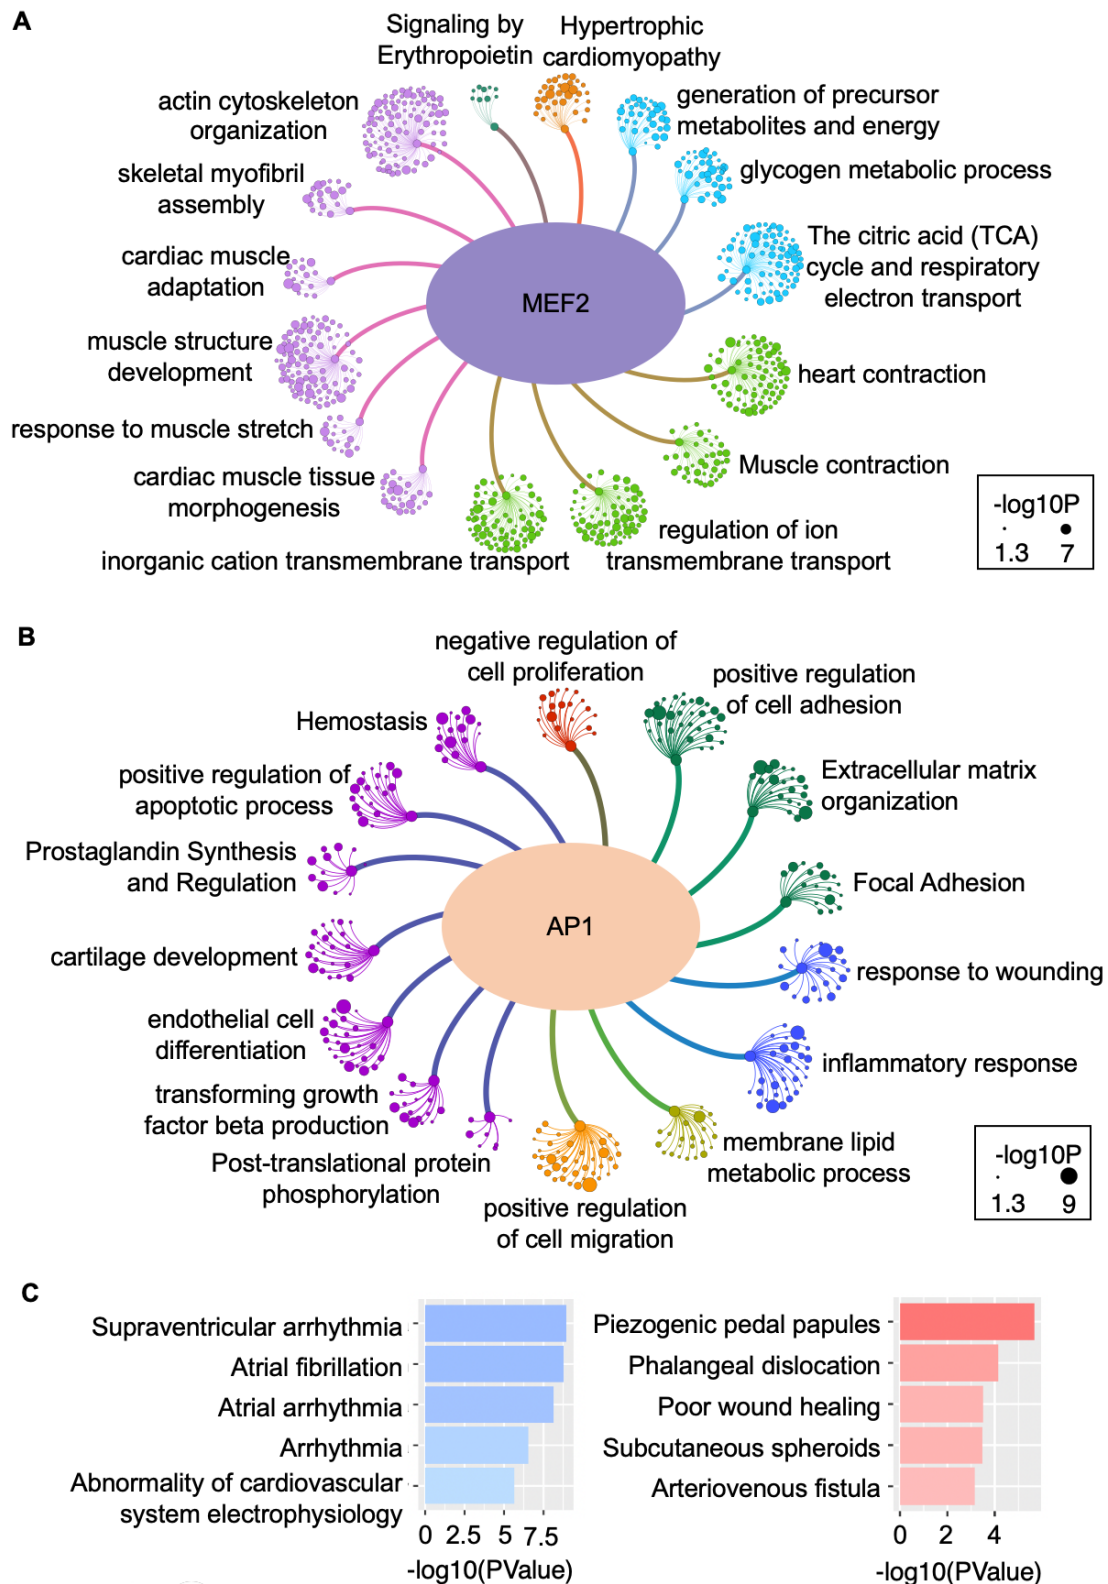

**Figure S5. Perinatal cardiomyocyte transition is controlled by MEF2 and AP1. A and B** Network diagram of top 15 enriched gene ontology and pathway terms on genes regulated by MEF2 (A) and AP1 (B). Each node set represents a term and each node in the set represents a gene. The colors of node sets represent the term category.

53 The node sizes are the  $-\log_{10}P$  of differential gene expression. **C** Top 5 Human  
54 Phenotype Ontology terms enriched for target genes regulated by MEF2 (left) and  
55 AP1 (right).  
56

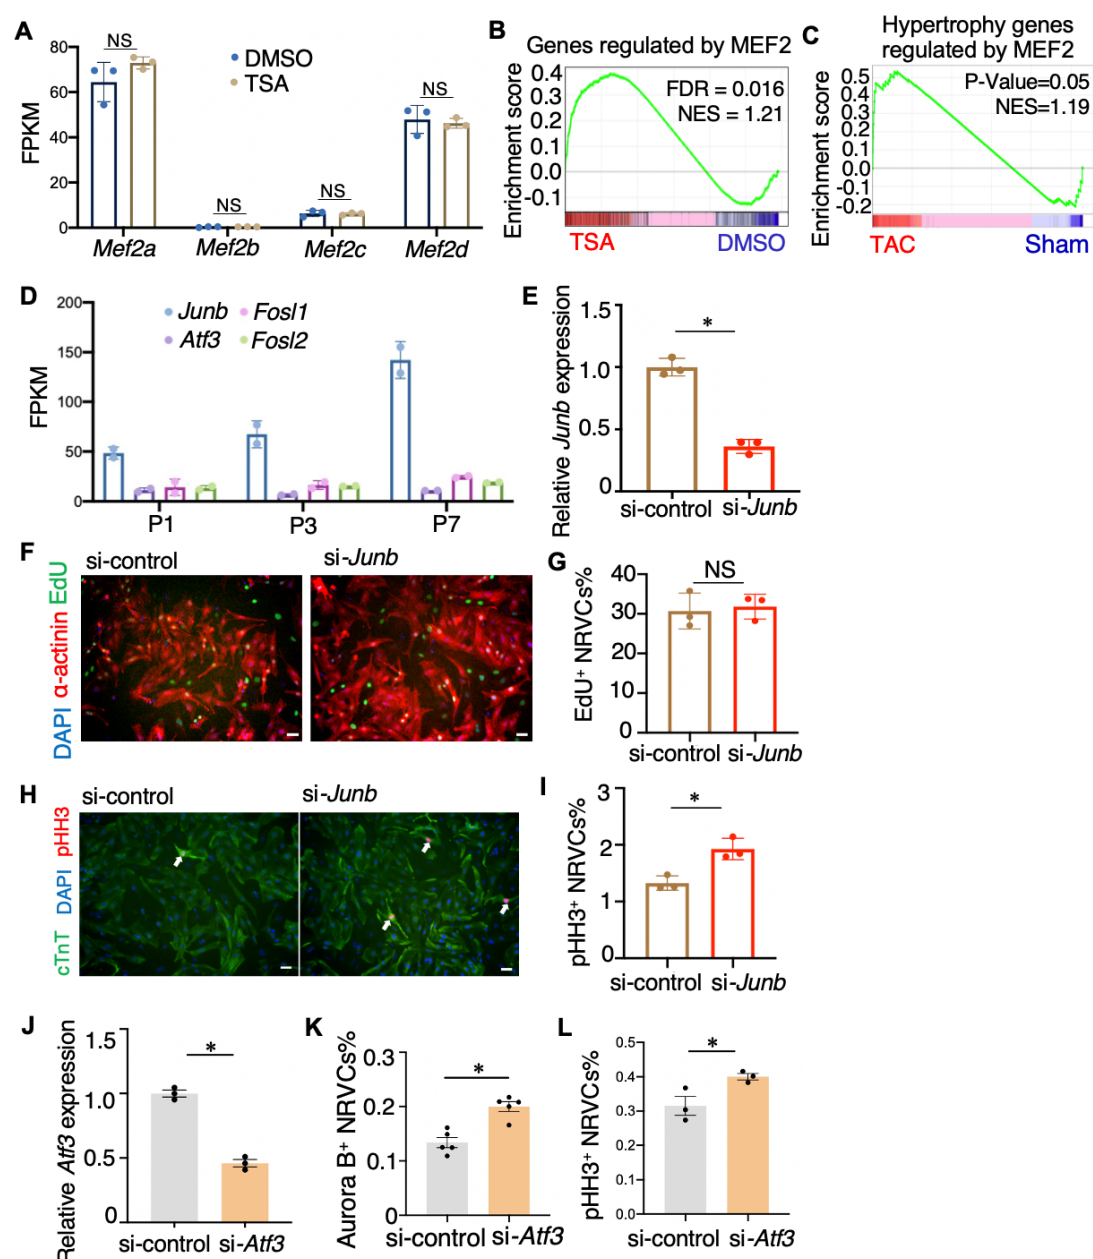

**Figure S6. MEF2 and AP1 drive the phenotypic changes within the perinatal window.** **A** MEF2 family members gene expression (FPKM) in NRVCs treated with DMSO or TSA (n=3, FDR for *Mef2a*, *Mef2b*, *Mef2c*, and *Mef2d* expression in DMSO vs TSA are 0.808, 1, 1, and 0.974 respectively. NS indicates not significant). **B** GSEA analysis of genes regulated by MEF2 in transcriptome of NRVCs treated with DMSO or TSA. TSA treatment reactivates genes regulated by MEF2. **C** GSEA analysis for MEF2-regulated hypertrophy genes under the transverse aortic constriction-induced hypertrophy in mouse cardiac model. **D** Gene expression of AP1 complex members in

66 postnatal CMs. **E** Relative *Junb* expression in NRVCs treated with scramble siRNA  
 67 or siRNA against *Junb* (n=3, Wilcoxon rank sum test, P=0.049, \* indicates P<0.05). **F**  
 68 Co-staining of  $\alpha$ -actinin and EdU of NRVCs treated with scramble siRNA or si-*Junb*.  
 69 Scale bars, 100  $\mu$ m. The representative image from one of three independent  
 70 experiments is shown. **G** Percentage of EdU<sup>+</sup> NRVCs (n=3, two-tailed Student's t  
 71 test, P= 0.743, NS indicates not significant). **H** Co-staining of cTnT and pHH3 of  
 72 NRVCs treated with scramble siRNA and si-*Junb*. Scale bars, 100  $\mu$ m. The  
 73 representative image from one of the three independent experiments is shown. **I**  
 74 Percentage of pHH3<sup>+</sup> NRVCs treated with scramble siRNA and si-*Junb*. (n=3, two-  
 75 tailed Student's t test, P=0.01, \* indicates P<0.05). **J** Relative *Atf3* expression in  
 76 NRVCs treated with scramble siRNA or siRNA against *Atf3* (n=3, two-tailed  
 77 Student's t test, P= 0.0001, \* indicates P<0.05). **K** Percentage of Aurora B<sup>+</sup> NRVCs  
 78 treated with scramble siRNA or si-*Atf3* (n=5, two-tailed Student's t test, P=0.025, \*  
 79 indicates P<0.05). **L** Percentage of pHH3<sup>+</sup> NRVCs treated with scramble siRNA and  
 80 si-*Atf3*. (n=3, two-tailed Student's t test, P=0.021, \* indicates P<0.05).

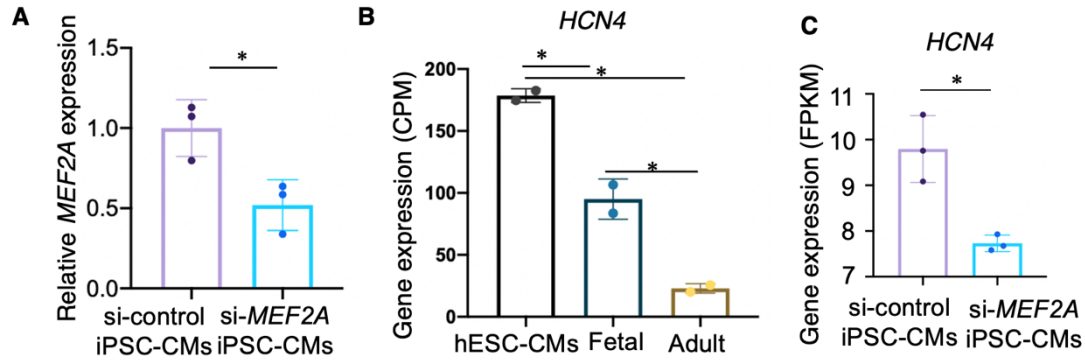

**Figure S7. Inhibition of *MEF2A* expression in iPSC-CMs.** **A** Relative *MEF2A* expression in iPSC-CMs treated with scramble siRNA or siRNA against *MEF2A* (n=3, two-tailed Student's t test, P=0.0249, \* indicates P<0.05). **B** Gene expression of *HCN4* in hESC-CMs, fetal and adult CMs. (n=2, FDR for hESC-CMs vs fetal, hESC-CMs vs adult, and fetal vs adult are 0.002, 1.562E-13, 0.0004, respectively. \* indicates FDR<0.05). **C** *HCN4* expression in iPSC-CMs treated with scramble siRNA or si-*MEF2A* (n=3, FDR for iPSC-CMs treated with scramble siRNA vs si-*MEF2A* is 0.343, P=0.0051, \* indicates P<0.05).

How the deposited data were processed for this re-analysis (not part of the article)

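The data were the authors' processed files for 8 mouse ATAC-seq libraries, 8 mouse RNA-seq libraries and 6 rat RNA-seq libraries. Mouse cardiomyocytes came from E18.5, P1, P3 and P7 with 2 libraries per time point and assay, and rat cardiomyocytes were treated with DMSO or TSA with 3 libraries each. The 6 HiChIP libraries were not analysed here, nor were H3K27ac, enhancer assay and siRNA data. The TSA dose of 100 nM is taken from the sample labels only.

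The authors aligned the RNA-seq reads with HISAT2 and ran StringTie, per the file headers, on mm10 with GENCODE vM21 for mouse and on Rnor_6.0 with Ensembl 103 for rat. The deposited files give FPKM per transcript, as normalized by the authors' StringTie run for transcript length and aligned reads. They also give TPM, which the authors' StringTie run scaled to a fixed total per library. The third deposited value is the coverage of each transcript, the mean read depth per base, which the authors did not normalize. The authors tested read counts with edgeR, and read counts were not used here. All 55450 mouse genes matched GENCODE vM21. Of 32623 rat genes, 24091 carried a symbol in the files, and no rat coordinates other than those in the files were used.

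The authors called ATAC-seq peaks with MACS2 on mm10 after trimming, bowtie2 alignment and removal of duplicates, and then removed peaks that overlapped blacklisted regions. In the deposited peak lists, the score is the authors' rounded multiple of the q value column. The fold enrichment at the summit is the ratio of signal to background computed by the authors' MACS2 run. The deposited columns of −log10 p and −log10 q come from the same run by the authors. The lists held 13149 to 95257 peaks.

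The FPKM of a gene was the sum over its transcripts. Depth was worked out from the ratio of coverage to FPKM and ranged from 29.3 to 37.5 M aligned reads in mouse and from 28.2 to 38.5 M in rat, for reads of 150 bp in pairs. The 10 most abundant genes took 20.3% and 20.2% of TPM at E18.5, 10.7% and 11.6% at P1, 8.84% and 8.43% at P3 and 7.74% and 6.69% at P7. In rat they took 5.45%, 5.71% and 7.55% with DMSO and 5.36%, 5.18% and 8.45% with TSA. Genes with FPKM of at least 1 in at least 2 mouse libraries (13979) or 3 rat libraries (13625) were tested. The value log2(FPKM + 1) was compared with limma's lmFit, contrasts.fit and eBayes with a trend, two-sided, with p adjusted by Benjamini-Hochberg. All time points were in 1 fit. A gene was called at an adjusted p under 0.05 and a log2 fold change above 1 in size. For rat, exact permutation p values over the splits of the libraries were computed for named genes.

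The genes named in the text follow a rule. They are every gene the paper names beside a mouse or rat RNA-seq or ATAC-seq measurement, and the 5 called genes with the largest rise and the 5 with the largest fall whose libraries do not overlap, for P7 against E18.5 and for TSA against DMSO. Members of a gene list are named where that list is reported.

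The 18 gene lists cover cardiomyocyte, fibroblast, endothelial, smooth muscle and pericyte, macrophage, erythroid, epicardial, immediate early and dissociation, AP1 family, MEF2 family, class I and II histone deacetylase, glycolysis, fatty acid oxidation, extracellular matrix, cell cycle, sarcomere maturation, fetal program and inflammatory response genes. Each was tested with camera at a correlation of 0.01, and again with fry and with an estimated correlation. Genes of a list were also adjusted over the list alone.

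Overlapping peaks of all libraries were merged with bedtools and kept when at least 2 libraries held a peak. Promoters were regions with a midpoint within 2.5 kb of the start site of a RefSeq protein-coding transcript. Gained regions held a peak in both later and in neither earlier library. Similarity was the Jaccard index by base pairs. Promoter change was compared with expression change over 100000 permutations, and the relation by distance used the nearest called gene with limits of 2.5, 20 and 50 kb. Matches to the MEF2 consensus YTAWWWWTAR and the AP1 consensus TGASTCA, and to the controls YATWWWWATR and GTASTAC, were searched on both strands within 200 bp of the midpoint. Regions on unplaced scaffolds (154) were not searched. Gained and lost regions were compared with regions held by at least 7 libraries by Fisher's exact test, two-sided.

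The alternatives tried for expression were a pseudocount of 0.1, no expression filter, a mean FPKM of at least 5, TPM, median-of-ratios size factors, limma-voom on reads estimated from coverage and transcript length, a block for the replicate number, a fit of only the 2 time points compared, and each library left out in turn. For peaks they were equal numbers of top peaks by score, the upper 0.5 of each list, a larger overlap, other rules for keeping a region, other promoter limits, GENCODE start sites, and each library left out in turn. With 2 libraries per time point, leaving 1 out gives a fold change but no p.

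Whether replicate numbers pair the libraries was checked by correlating the deviations of libraries from their group mean across genes. In rat, libraries with the same number gave 0.224, 0.194 and 0.346, and 4 of the 6 correlations between libraries with different numbers were negative. The rat tests were therefore repeated with the pairing as a block.

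The scripts were tested on simulated data. Of 200 genes changed by a log2 fold change of 2, 187 were called for P7 against E18.5, with 4 unchanged genes called, and 193 for TSA against DMSO, with 1 unchanged gene called. All 750 gained and 750 lost simulated regions were recovered, as were all 400 planted copies of each motif. The versions were R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and bedtools 2.31.1.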

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

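The tests on the rise of Junb from P1 to P7, on fibroblasts, on a lower share of cardiomyocytes and on scaling were chosen only after the result was seen.

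For several genes that the paper follows, the change from E18.5 differed between P1 and P7 when the difference itself was tested. From P1 to P7 the log2 fold change was −3.20 for Tnnt2, −1.72 for Ankrd1, −1.83 for Pfkm, −3.14 for Trim72 and −2.10 for Nexn, all genes of striated muscle. For Abcc9 it was −1.998 and for Mef2c −1.25. Over the cardiomyocyte list, the median at P7 against E18.5 was −4.10.

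A loss of cardiomyocytes from the preparations may lie behind part of this fall. The promoters of the fibroblast list speak for more fibroblasts at P7, since 66.7% of them were gained as peaks, though with lists of equal length 1 of 12 was (p 0.175), against 2 of 12 at P3 (p 0.0156), so the longer P7 lists may also have produced that share. Smooth muscle and pericyte genes gained promoters at P7 too (5 of 10, Fisher's exact test, two-sided, p 0.0216), so the gain was not limited to fibroblast genes. A lower share of cardiomyocytes alone would lower alike all genes that only cardiomyocytes express. The log2 fold changes over the cardiomyocyte list had an SD of 1.70, from Ckm (−8.28) to Ankrd1 (−0.35), against a median standard error of 0.40. This spread argues against a lower share alone only for genes confined to cardiomyocytes, and expression in other cells was not examined. It does not limit how much of the median fall a lower share produced. Scaling by a few abundant genes is no explanation, since the median with median-of-ratios size factors was −4.30. Age is confounded with the preparation, so a real fall of these transcripts per cell remains untested.

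A larger share of all other heart cells was also examined for the neonatal rise of matrix genes. The endothelial list had a median of 0.03 at P7 (0.0347) beside 2.54 for fibroblast genes and 0.98 for smooth muscle and pericyte genes. With 1 library left out the endothelial median ranged from −0.38 to 0.43. These transcripts argue against a rise of all other cells by a like amount at P7. Among peaks as deposited, 6 of 12 endothelial genes had gained a promoter region at P3 (Fisher's exact test, two-sided, p 0.0955). At P7, 1 of 12 had (Fisher's exact test, two-sided, p 0.706). A rise of some of them beside fibroblasts may still have taken part. Growth or activation of fibroblasts in the heart and their passage through pre-plating could both raise these genes, and neither was tested. Dcn and Lum belong to this list.

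Ereg rose by 1.52 from P1 to P7. Its level at P1 differed several-fold between libraries, so the size of the rise depends on which P1 library is used.

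Junb rose by 1.54 from P1 to P7 after its fall from E18.5. A dissociation response could raise immediate early genes in a preparation. Between E18.5 and P1 the immediate early genes outside the AP1 family fell by 1.78 in the median, together with Junb, which fits a stronger dissociation response at E18.5. Between P1 and P7 the same genes rose by 0.34, with 9 of 10 higher but 1 called. A dissociation response and a regulated rise of Junb cannot be told apart there, since that rise passes camera (p 0.0348) but not fry (p 0.0829).

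Genes that the paper does not discuss showed the largest rises among genes whose libraries did not overlap. At P7 against E18.5 these were Mmp3 (8.79), Saa3 (7.82), Cxcl5 (7.68), S100a4 (7.52) and Ccn5 (6.70). Both P7 libraries were above both E18.5 libraries for each. S100a4 belongs to a family of related genes, and reads shared between paralogs were not examined. Activated fibroblasts are a candidate explanation, and the gained promoters of fibroblast genes (66.7%) go with it. At equal length 1 of 12 fibroblast genes (8.33%) had gained one, against 1.59% of other genes (Fisher's exact test, two-sided, p 0.175). So few gains cannot decide the point. Saa3 and Cxcl5 belong to the list of inflammatory response genes, whose median was 2.35 at P7, so an inflammatory response stays open too.

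In rat, the largest rises with TSA were in Rundc3a (3.47), Cacng7 (3.36), Sez6l2 (3.25), Tubb4a (3.20) and Cox6b2 (3.13). Apart from Cox6b2 these genes were nearly silent with DMSO, at under 1 FPKM. Removal of repression by histone deacetylases may open such genes. Chance was examined by regrouping the libraries. The real split called 290 genes and was the only 1 of 10 splits with as many. Of the other splits that also part every pair of equal replicate numbers, none called more than 1 gene. Since 1 in 10 is the smallest possible share, a real effect and chance cannot be told apart by regrouping alone.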

How the results depend on the processing

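The alternatives that were chosen only after the result was seen are GENCODE start sites for the promoter share, the tests with each library left out for motifs, for MEF2-motif genes and for gene-list medians, and the tests on the MEF2-motif gene list from equal numbers of top peaks. All other alternatives were set before the data were examined. Except where a reason is given, the cause of a change was not tested.

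The counts of called genes against E18.5 moved with the setting. They were lowest with a mean FPKM of at least 5, where 8944 genes were tested, and highest with TPM. At P1, 2258 became 1511 and 3320, at P3, 3055 became 2092 and 4124, and at P7, 3870 became 2619 and 4937. A pseudocount of 0.1 gave 3117, 3994 and 4798, and limma-voom 3093, 3956 and 4772. P3 against P1, with 2 called genes, had 0 without a filter, with TPM, with a replicate block and with a fit of only the 2 time points, and 1 with a mean FPKM of at least 5. At an unadjusted p under 0.05 those settings had 2263, 1562, 1547, 1620 and 1063 genes. P7 against P3 fell from 496 to 15 without a filter, where 31008 genes were tested in place of 13979. In rat, 290 called genes became 79 with a mean FPKM of at least 5, where fewer genes (10037) were tested. Leaving out 1 rat library gave 33 (without TSA replicate 2) to 458 (without DMSO replicate 3) called genes.

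Scaling shifted all genes together. The median log2 fold change of all tested genes at P1, P3 and P7 was 0.15, 0.16 and 0.15 with FPKM. It was 0.38, 0.41 and 0.40 with TPM, −0.02, −0.03 and −0.02 with median-of-ratios size factors and −0.03, −0.04 and −0.03 with limma-voom. The share of called genes that were higher went from 62.5%, 59.4% and 55.7% to 77.3%, 74.4% and 68.1% with TPM and to 47.6%, 46.8% and 45.7% with limma-voom.

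Among 126 results for named mouse genes, 1005 values under other settings gave 18 weaker, 21 stronger and 14 of opposite sign. The 14 all belonged to changes that were not called. Pecam1 at P3 turned to −0.17 with median-of-ratios size factors and to −0.17 with limma-voom, and at P7 to 0.11 with TPM. Adgrf5 at P3 turned to 0.0006 with a pseudocount of 0.1 and to 0.24 with TPM. Nexn at P1 turned to 0.0283 with TPM. Miga1 turned to −0.0339 with median-of-ratios size factors and −0.0577 with limma-voom at P3, and to 0.0741 with TPM at P7. Mef2a at P1 turned to −0.18 with median-of-ratios size factors and −0.13 with limma-voom, Mef2c at P1 to 0.04 with TPM, Junb at P7 to 0.26 with TPM, and Fosl2 at P1 to −0.0113 with limma-voom. These counts do not cover the omission of single libraries. With 1 library left out, signs also turned among changes that were not called, such as Abcc9 at P1 (−0.86 to 0.13) and Fosl1 at P1 (−0.27 to 0.89). Some called changes then fell under the fold threshold, among them Pfkm at P1 (−0.83), Junb at P3 (−0.87), Lum at P1 (0.75) and Mef2d at P7 (−0.965).

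Of 90 values for 13 named rat genes, 7 were weaker, and Mef2c turned to −0.0637 with limma-voom. With 1 library left out, 22 of 78 were weaker and 3 turned. Mef2c ranged from −0.075 (without DMSO replicate 3) to 0.18 (without DMSO replicate 2), and Mef2d from −0.15 (without DMSO replicate 3) to 0.0152 (without DMSO replicate 1).

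The replicate block moved some counts and calls. In mouse, libraries that share a number across time points had correlated deviations of 0.171, −0.096, −0.089, 0.045, −0.019 and 0.116, so the numbers do not pair them. With the block P7 against P3 went from 496 to 447 called genes, 437 of them shared, and the counts against E18.5 were 2270, 3062 and 3875. The cell cycle list at P1 lost its call (adjusted p 0.0513). In rat, where the numbers do pair the libraries, the block called 339 genes, 80 of them lower in place of 43, and 257 were shared with the 290. It made Psca weaker and the endothelial list weaker (adjusted p 0.0689), and the fibroblast (0.042) and fetal program lists (0.0182) stronger. The MEF2-motif genes kept their median of −0.60 and passed with the block (p 0.0336, against 0.122 without and 0.0262 to 0.238 over all alternatives, the lowest without TSA replicate 3). No other call of a named gene or gene list changed with the block in rat.

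List calls depended on the correlation between genes. With an estimated correlation, 0 lists passed at P1, 0 at P3 and 0 at P7, against 11, 12 and 11. In rat 8 lists passed with camera, 1 with fry, 0 with an estimated correlation and 5 with a pseudocount of 0.1. Of 270 values for mouse lists 46 were weaker and 8 stronger, and of 90 for rat lists 22 and 3. When a library was left out, 81 of 216 mouse medians moved and 3 turned, and 35 of 108 rat medians moved. The AP1 list ranged from −0.27 (without P1 replicate 1) to 0.0694 (without E18.5 replicate 1) at P1 and from −0.15 to 0.13 at P3. The MEF2-motif genes in rat ranged from −0.65 (without TSA replicate 3) to −0.25 (without DMSO replicate 3).

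Replicate correlations across all genes were 0.911 at E18.5, 0.925 at P1, 0.923 at P3 and 0.9245 at P7, lower than among tested genes. The 63439 accessible regions became 19625 with equal numbers of top peaks, 32360 with the upper 0.5 of each list and 113857 when 1 library was enough. The promoter share of 25.2% became 46.0% with equal numbers, 34.7% with the upper 0.5 of each list, 26.9% with the larger overlap, 25.7% with any overlap, 21.5% with a limit of 1 kb and 27.5% with GENCODE start sites. It ranged from 25.2% to 29.7% (without P3 replicate 1) with a library left out.

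Gained and lost regions depended on the lists. With equal numbers of top peaks they were 1249 and 2253 at P1, 3483 and 2119 at P3, and 1805 and 1075 at P7. With the upper 0.5 of each list they were 1828 and 482, 17321 and 56, and 7116 and 44. The larger overlap gave 398 lost at P3 and 257 at P7. Over the libraries left out, 3128 (without P1 replicate 1) to 9856 (without P1 replicate 2) were gained at P1, and 935 (without P7 replicate 2, as with all libraries) to 3695 (without P1 replicate 1) were lost. Lost regions at P3 ranged from 117 to 767 and at P7 from 100 to 788, both highest without E18.5 replicate 1. Gained regions at P7 ranged from 14821 to 31941 (without P7 replicate 2).

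Regions changed between any time points numbered 9149 with equal numbers and 20780 with the upper 0.5 of each list. Their promoter share of 16.2% became 32.1%, 25.3% and, with the larger overlap, 18.7%, and ranged from 16.1% to 21.3% (without P1 replicate 1) with 1 library left out. Among regions grouped by pattern, the E18.5-specific group moved in 3 of 3 alternatives and in 5 of 8 runs with a library left out. The other groups moved in 2 of 3 alternatives each.

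The difference in expression between gained and lost promoters at P7 became 0.97 with equal numbers and 2.83 with a pseudocount of 0.1. Over the libraries left out it ranged from −0.0495 to 0.096 at P1, 1.59 to 2.10 at P3 and 0.9987 to 1.72 at P7. The P1 value turned without E18.5 replicate 1.

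For the relation by distance, all tested genes gave −0.0041 from 2.5 to 20 kb and 0.0723 beyond 50 kb at P1, the latter a smaller r than 0.12 with a smaller permutation p (0.0162 against 0.0906), and 0.0332 from 2.5 to 20 kb and 0.0431 from 20 to 50 kb at P3. Equal numbers gave 0.363, 0.352 and 0.200 for the classes beyond 2.5 kb at P3, and 0.481, 0.556, 0.446 and 0.351 for all classes at P7. With 1 library left out, the classes in order of distance ranged at P1 from −0.016 to 0.138, 0.0285 to 0.2005, 0.109 to 0.324 and 0.0418 to 0.107. At P3 they ranged from 0.198 to 0.279, 0.0654 to 0.0892, 0.071 to 0.143 and −0.023 to 0.0521. At P7 they ranged from 0.138 to 0.273, 0.0495 to 0.117, 0.0739 to 0.1535 and 0.0358 to 0.0904.

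Log2 odds ratios for motifs turned mostly at P1 and outside promoters. MEF2 in gained regions at P1 turned to −0.16 within 100 bp and to −1.50 outside promoters, and outside promoters it was −0.46 at P3 and −0.73 at P7. AP1 in gained regions at P1 turned to −1.35 outside promoters. AP1 in lost regions at P1 turned to −0.13 within 100 bp and to −0.1155 with equal numbers, and at P7 to −0.78 outside promoters. MEF2 in lost regions at P1 was stronger with equal numbers (1.12). With 1 library left out, AP1 in gained regions ranged from 0.23 to 1.63 (without P1 replicate 2) at P1, 1.88 to 2.10 at P3 and 1.8545 to 2.08 at P7. MEF2 in lost regions ranged from 0.21 to 0.54 at P1, 1.45 to 3.08 at P3 and 1.5549 to 2.63 at P7, the low ends at P3 and P7 without E18.5 replicate 1. Beyond these, 8 of 24 values moved with a library left out.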

Differences from the paper's values

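No test below was chosen after the result was seen, and the alternatives named here were set before the data were examined.

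The paper gives 19560 regions with differential accessibility between any time points, from a test on read counts. Here 42432 regions were gained or lost by presence of peaks, with no test per region. The upper 0.5 of each list by score brought the number to 20780, and the other 10 alternatives did not close the gap. The 2 measures differ, so a like number does not mean that the same regions were found.

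For Hmgb2 the paper's adjusted p values are 0.033 at P1, 0.029 at P3 and 0.019 at P7, and those here were 0.0151, 0.0155 and 0.00956. The gap closed at P1 and P3 with no filter and with a fit of only the 2 time points, and at P3 also with a replicate block. At P7 none of 8 alternatives closed it. For Gstm1 the paper's values are 0.2, 0.021 and 0.005, against 0.0521, 0.00394 and 0.0011. Median-of-ratios size factors closed each gap, limma-voom those at P3 and P7, and no filter that at P3, and no other setting did.

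For Timp3 the paper's values are 0.0004 at P1, 0.0004 at P3 and 0.0009 at P7, and 0.000163, 0.000106 and 0.000266 were found here. Median-of-ratios size factors and limma-voom closed each gap. A replicate block closed that at P1, and a fit of only the 2 time points those at P3 and P7. For Csf1 the paper's values are 0.0008, 0.0003 and 0.0001, against 0.000461, 0.000127 and 6.66e-05. Limma-voom closed each gap. A pseudocount of 0.1 and median-of-ratios size factors closed those at P1 and P7, a fit of only the 2 time points that at P3, and a replicate block that at P7. The remaining alternatives left the gaps open.

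In rat the paper's adjusted p for Mef2a is 0.808, and 0.521 was found here. The gap closed without a filter, with a mean FPKM of at least 5, with TPM, and when TSA replicate 1, TSA replicate 2, DMSO replicate 2 or DMSO replicate 3 was left out, which makes 7 of 13 alternatives.

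Mean FPKM was read by eye from the paper's figures. For Timp3 (Supplementary Fig. S4C) the bars stand at about 20 at E18.5, about 64 at P1, about 64 at P3 and about 47 at P7, against 37.1, 111.8, 111.2 and 81.8 FPKM here. For Fosl2 (Supplementary Fig. S6D) they stand at about 13 at P1, about 15 at P3 and about 18 at P7, against 20.3, 22.9 and 28.1 FPKM. Leaving out P1 replicate 1 closed the gap at P1 and median-of-ratios size factors that at P3. For rat Mef2c (Supplementary Fig. S6A) they stand at about 6 with DMSO and about 6 with TSA, against 10.2 and 10.7 FPKM. No alternative closed the gaps for Timp3, for rat Mef2c or for Fosl2 at P7.

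Correlations of accessibility change with expression of the nearest gene were also read by eye. A gap counted as closed when the value had the paper's sign and lay within 1 SD of it, the SD taken over the values with a library left out. At P1 (Supplementary Fig. S3B) the paper shows about 0.05 for 20 to 50 kb and about 0.04 beyond 50 kb, against 0.273 and 0.12. The first gap closed with all tested genes and without E18.5 replicate 1 or P1 replicate 2, and the other without E18.5 replicate 2. At P3 (Supplementary Fig. S3B) the paper shows about 0.53 up to 2.5 kb, about 0.37 from 2.5 to 20 kb, about 0.28 from 20 to 50 kb and about 0.2 beyond. Those here were 0.228, 0.0611, 0.0869 and −0.0178. Equal numbers of top peaks closed the gaps from 2.5 to 20 kb and beyond 50 kb, and nothing closed the other two. At P7 (Fig. 2E) the paper shows about 0.55, about 0.4, about 0.33 and about 0.23, against 0.14, 0.0592, 0.0692 and 0.0529. Equal numbers of top peaks gave 0.481, 0.556, 0.446 and 0.351, nearer to the paper in each class, but no alternative closed a gap. The paper correlates fold changes of read counts, while gains and losses of peaks were used here.

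Some statements of the paper differ from what was found. The paper states that the promoters of Pecam1 and Dcn were not accessible. The Dcn promoter held a peak in all 4 lists of P3 and P7 and that of Pecam1 in 3 of them. The paper states that MEF2 expression is not decreased significantly, and Mef2c and Mef2d were called lower at P7. Mef2a stayed under the fold threshold (log2 fold change −0.90). The cardiomyocyte list fell by 4.10 in the median in the same comparison, so these falls do not show a lower level per cardiomyocyte. The fall of Mef2d was under the fold threshold with TPM (−0.89) and with 1 library left out (−0.965). The paper calls Junb the most highly expressed AP1 member. In the rat cells Jund stood above it, at 109.5 against 44.1 FPKM with DMSO and 61.95 against 38.4 FPKM with TSA. In mouse Junb was the highest at 3 of 4 time points, and Jund stood above it at P1.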

Other observations

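The tests on promoters in the motif comparisons and on the promoter share of the E18.5 lists were chosen only after the result was seen.

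More regions were gained than lost after birth, and longer peak lists at the neonatal time points are a possible explanation. With equal numbers of top peaks, the regions gained per region lost were 0.55 at P1 (0.18 to 0.92 over the libraries left out), 1.64 at P3 (1.17 to 1.71) and 1.68 at P7 (1.61 to 2.51). Equal numbers fix the balance for a single pair of lists. With 2 libraries at each time point, the ratio also depends on how well the libraries overlap. A true opening of chromatin and longer lists therefore cannot be told apart, and reads would be needed to separate them.

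The E18.5 peak lists were the shortest and had the largest shares at promoters. Shorter lists may explain this, since strong peaks lie at promoters. Among equal numbers of top peaks the highest promoter share of the P1 and P3 lists was 48.6%, still under the lowest of the E18.5 lists, 58.0%. List length was thus not enough to explain the difference for P1 and P3. The second P7 list reached 62.3%, so the pattern is limited to P1 and P3.

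AP1 matches were more frequent in regions gained after birth than in static regions, which lie mostly at promoters. Fewer promoters among the gained regions may explain this. Outside promoters the log2 odds ratio was −1.35 at P1, so the small P1 excess was accounted for by promoters. It was 0.63 at P3 and 0.83 at P7, so a part of the excess was left there. For MEF2 matches in lost regions it was 1.49 at P3 and 1.46 at P7, against 3.06 and 2.84 over all regions, so a part of that excess was left too. The MEF2 control was also more frequent in lost regions (log2 odds ratio 2.29 and 2.54, and 1.03 and 1.11 outside promoters), so base composition may account for part of the MEF2 excess. The gained regions were lower in GC content, which was not matched. A change in the cell mixture of the preparations was not separated from either excess.

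Globin genes fell after E18.5, by 11.07 in the median at P7. The 10 most abundant genes of all took over 20% of TPM in both E18.5 libraries.

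The P1 lists had the narrowest peaks, with a mean of 214 and 230 bp, and the lowest similarity between libraries of a time point (0.279). Some lists shared a form of peak names across time points, and these groups overlap with age, so batch and age are partly confounded.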
